# SFRP2 modulates functional phenotype transition and energy metabolism of macrophages during diabetic wound healing

**DOI:** 10.3389/fimmu.2024.1432402

**Published:** 2024-10-11

**Authors:** Jiaqi Yang, Guorui Xiong, Huijuan He, Haili Huang

**Keywords:** diabetic wound healing, inflammation, macrophage functional phenotype transition, energy metabolism, SFRP2

## Abstract

Diabetic foot ulcer (DFU) is a serious complication of diabetes mellitus, which causes great health damage and economic burden to patients. The pathogenesis of DFU is not fully understood. We screened wound healing-related genes using bioinformatics analysis, and full-thickness skin injury mice model and cellular assays were used to explore the role of target genes in diabetic wound healing. SFRP2 was identified as a wound healing-related gene, and the expression of SFRP2 is associated with immune cell infiltration in DFU. *In vivo* study showed that suppression of SFRP2 delayed the wound healing process of diabetic mice, impeded angiogenesis and matrix remodeling, but did not affect wound healing process of control mice. In addition, suppression of SFRP2 increased macrophage infiltration and impeded the transition of macrophages functional phenotypes during diabetic wound healing, and affected the transcriptome signatures-related to inflammatory response and energy metabolism at the early stage of wound healing. Extracellular flux analysis (EFA) showed that suppression of SFRP2 decreased mitochondrial energy metabolism and increased glycolysis in injury-related macrophages, but impeded both glycolysis and mitochondrial energy metabolism in inflammatory macrophages. In addition, suppression of SFRP2 inhibited wnt signaling-related genes in macrophages. Treatment of AAV-SFRP2 augmented wound healing in diabetic mice and demonstrated the therapeutic potential of SFRP2. In conclusions, SFRP2 may function as a wound healing-related gene in DFU by modulating functional phenotype transition of macrophages and the balance between mitochondrial energy metabolism and glycolysis.

## 1 Introduction

Diabetic foot ulcer (DFU) is a serious complication of diabetes mellitus. The healing and prognosis of diabetic foot ulcers are the focus of clinical attention (1). DFU is characterized by persistent chronic inflammation, impaired angiogenesis, and matrix remodeling (2). Most of the traditional treatment methods cannot achieve satisfactory healing. Recent study reveals that a therapy targeting macrophages shows better healing efficacy in DFU (3).

Abnormalities of inflammatory response contribute critically to the diabetic chronic refractory wounds, which requires the participation of immune cell populations such as macrophages (4). Macrophages involved in the diabetic wound healing include skin-tissue-resident macrophages and monocyte-derived macrophages, and the latter is considered to play a dominant role in wound healing (4, 5). Macrophages may be polarized to inflammatory phenotype at the early stage, in which inflammatory macrophages eliminate pathogen and cell debris. At the later stage of wound healing, inflammatory macrophages convert to pro-healing anti-inflammatory macrophages (5). The delayed transition of inflammatory phenotype to anti-inflammatory phenotype has been implicated in persistent inflammation of diabetic wounds (2). Recent studies revealed distinct metabolic signature of these two functional phenotype. The metabolic immunomodulation of macrophage functional phenotype is critical to inflammatory response (2). The inflammatory macrophages are characterized by increased aerobic glycolysis and an uncoupling of the TCA cycle at both citrate and succinate (6). The oxidative phosphorylation and intact TCA cycle are observed in anti-inflammatory phenotype (6).

Secreted Frizzled-related protein 2 (SFRP2) is a member of the SFRP family that contains a cysteine-rich domain homologous to the putative wnt-binding site of Frizzled proteins (7). SFRPs act as soluble modulators of wnt signaling through direct interaction with wnts (7). SFRP2 has been implicated in multiple physiological and pathological processes, including carcinogenesis (8–14), myogenesis and cardiomyopathy (15–18), retinal development (19), dental tissue regeneration (20–24), and airway inflammation (25). In the field of skin research, SFRP2 plays a role in adaptation of epidermis to mechanical stretching (26), hypertrophic scars (27), and systemic sclerosis (28). In the current study, we identified SFRP2 as a wound-healing-related gene in DFU. *In vitro* and *in vivo* studies were applied to explore the role of SFRP2 in diabetic wound healing.

## 2 Materials and methods

### 2.1 Data acquisition and processing

Four datasets were obtained from the Gene Expression Omnibus (GEO) database. GSE80178 and GSE134431 were used as testing datasets; GSE143735 and GSE97615 were used as validation dataset. For data processing, the R software “biomaRt” package was used to convert probe ID and gene name. If there were multiple probe IDs for one gene, the average value was retained. The probe ID data without corresponding gene name and the probe ID data with missing values were removed. Boxplot and cluster analysis were used to analyze the homogeneity of data. Given that the two datasets came from different experimental groups and belonged to different platforms and different types of data, for the sake of caution, we merge the data after separate analysis. The differential expressed genes (DEGs) obtained from two separate datasets were intersected. The R software “limma” package was used to analyze the differences between the two datasets, and the threshold of DEGs was set according to the adjusted p-value [P.adj< 0.05 and |log2FC|>2(FC:fold change)]. The “venn” package was used to intersect DEGs between two separate datasets.

### 2.2 Functional enrichment analysis

The R software “Bioiconductor” and “GOplot” packages were used to analyze the intersection DEG and perform GO enrichment, which included sub-function (MFs), biological process (BP), and cellular component (CC) and KEGG pathway enrichment analysis.

### 2.3 Protein interaction network construction and key gene identification (PPI)

To further identify the direct or indirect interacting proteins associated with DEGs, a PPI network was constructed using STRING version 11.5. The confidence score was set to >0.700 for network construction. Network visualization was performed by using Cytoscape 3.9.2. Cyto-Hubba plug-in was used to identify hub genes.

### 2.4 Immune cell infiltration analysis

The immune cell infiltration of GSE134431 was analyzed by R software “bseqsc” and “CIBERSORT” packages. The “ggplot2,” “pheatmap,” and “Complex Heatmap” packages were used to generate the heat map and bar map of immune cell infiltration The “ggcorrplot,” “corrplot,” “RColorBrewer,” and “grDevices” packages were used to visualize the correlation between immune cell infiltration and SFRP2.

### 2.5 Assessment of diabetic wound healing

The db/db C57BL/Ks mice and wild-type (WT) BLKS-leprdb mice were obtained from GemPharmtech Co., Ltd (Nanjing, China). The wild-type (WT) BLKS-leprdb mice were used as control mice for db/db C57BL/Ks mice. Animal protocols followed the Guide for the Care and Use of Laboratory Animals issued by the US National Institutes of Health (NIH). Extensive efforts were made to minimize both animal use and animal suffering. Dorsal full-thickness skin wounds were created by 6-mm punch biopsies and were randomly treated with control siRNAs (NC) and siRNAs targeting SFRP2. The 2′OMe-modified siRNAs were obtained from Guangzhou RiboBio Co., Ltd (Guangzhou, China) Three injection sites were set around each wound, and 2 nM siRNAs (for each injection site) was subcutaneously injected to wound tissues. For the evaluation of the effects of AAV-SFRP2 on wound healing, the db/db mice were treated with AAV-SFRP2 or AAV control. Dorsal full-thickness skin wounds were created after 14 days. The conditions of the wounds were observed and recorded. Each entire wound was photographed by digital camera at 3-day intervals after anesthesia when placed against the backdrop of a scaled ruler. Photographs were then analyzed with ImageJ software. The percentage of wound closure that represents the percentage of wound reduction from the original wound size was calculated according to the following formula: wound closure = (1 − SA)/S0 × 100%. (S0 represents the origin area on day 0, and SA represents the wound area on day A, accordingly).

### 2.6 Histological and immunofluorescence analysis

The whole wound bed of each mice was obtained for histological and immunofluorescence analysis. The tissues were fixed with 4% paraformaldehyde and stored at 4°C. After a series of alcohol dehydration and paraffin embedding, the samples were sectioned into 4-μm-thick sections perpendicularly before further staining. The status of re-epithelialization was analysis by hematoxylin and eosin staining (HE), and the degree of collagen maturity was evaluated by Masson’s trichrome staining. The calculation of un-healed wound area, scar length and thickness, density of collagen fiber, and positive ratio of indicated proteins were done by ImageJ software.

For immunohistochemical (IHC) and immunofluorescence (IF) staining, the paraffin-embedded tissue sections were dewaxed and rehydrated. Hydrogen peroxide solution (3%) was used to neutralize endogenous peroxidase activity. Normal goat serum (10%) was used to block nonspecific binding. The sections were incubated with indicated primary antibodies overnight at 4°C and secondary antibody at room temperature for 1 h. For IHC staining, the DAB Horseradish Peroxidase Color Development Kit (Beyotime Biotechnology, Shanghai, China) was used to visualize protein in wound tissues. For IF staining, proteins were visualized using a FV3000 Olympus laser scanning confocal microscope with a ×20 objective. The relative fluorescence intensity was calculated by the fluorescent module of ImageJ software. Antibodies used in this study are listed in **Supplementary Table S1**.

### 2.7 RNA-sequence analysis

RNA-sequence analysis was performed to analyze the changes of transcriptome in wound tissues of mice and macrophages. Total RNA was extracted from wound tissues and macrophages using TRIzol^®^ Reagent according to the manufacturer’s instructions (Magen). RNA samples were detected based on the A260/A280 absorbance ratio with a Nanodrop ND-2000 system (Thermo Scientific, Waltham, MA, USA), and the RIN of RNA was determined by an Agilent Bioanalyzer 4150 system (Agilent Technologies, CA, USA). Sequencing was performed with an Illumina Novaseq 6000/MGISEQ-T7 instrument. Differential expression analysis was performed using the DESeq2 (http://bioconductor.org/packages/release/bioc/html/DESeq2.html); DEGs with |log2FC|>1 and adjusted p <0.05 were considered to be significantly differently expressed genes. Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways with adjusted p < 0.05 were considered significantly enriched.

### 2.8 Wound cell isolation and cell sorting

Wounds were harvested, chopped, and digested with Liberase TL (Sigma-Aldrich; Cat. No. 5401020001)/DNase I (Sigma-Aldrich; Cat. No. 9003-98-9) and plunged through a 100-μm nylon filter to yield a single-cell suspension. Cells were stained with a Fixable LIVE/DEAD viability dye (Molecular Probes by Life Technologies; Ref No. L34959; 1:1,000 dilution) to exclude dead cells. Monoclonal antibodies for surface staining included: APC-cyanine7-conjugated anti-CD11b (diluted 1:300, Thermo Fisher Scientific, A15390), and PE–Cyanine5-conjugated anti-F4/80 (diluted 1:500, Thermo Fisher Scientific, 15-4801-82). Cells were analyzed using a FACSCanto II flow cytometer (BD) and sorted using a FACSAria III cell sorting system (BD Biosciences) equipped with FACSDiva Version 6.1.1 software (BD Biosciences). FACS data were further analyzed by FlowJo Version 10.7.1 (FlowJo).

### 2.9 Extracellular flux analysis

Extracellular flux analysis (EFA) analysis was performed to examine the energy metabolism of macrophages as previously described (6). Cells were seeded in an Agilent seahorse XF24 cell culture microplate and cultured with the prepared XF medium. The cell culture microplate was placed in a 37°C non-CO^2^ incubator for 1 h prior to the assay. Load oligomycin into port A, FCCP to port B, and rotenone/antimycin to port C of the hydrated sensor cartridge. The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of macrophages were then determined after sequentially administration of the following reagents (final concentration): 1.0 mM oligomycin (Selleck, S1478), 0.75 mM FCCP (Sigma-Aldrich, C2920), and 100nM rotenone (Sigma-Aldrich, R8875) + 1.0 mM antimycin (Biovision, 2247-50) using the extracellular flux analyzer.

### 2.10 Assessment of mitochondrial mass and reactive oxygen species

CD11b^+^F4/80^+^ wound macrophages were flow cytometry-sorted and incubated with MitoTracker™ Green. Mean fluorescence intensity in the FITC channel in the gate of CD11b^+^F4/80^+^ wound cells was used as a measure of mitochondrial mass. For the measurement of reactive oxygen species (ROS), cells were incubated with a DCFH probe; mean fluorescence intensity in the FITC channel in the gate of CD11b^+^F4/80^+^ wound cells was used as a measure of ROS. At least two independent experiments were performed.

### 2.11 Cell culture and siRNA transfection in RAW264.7 cells

The RAW264.7 cells were obtained from the American Type Culture Collection (ATCC). The RPMI 1640 medium (Gibco, C11875500BT) was used and supplemented with of 10% fetal bovine serum. Cells were cultured at 37°C with 5% CO_2_. 

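The paper's supplementary material lists the sense strands of 3 siRNAs against SFRP2, and each was matched to the GENCODE M21 transcripts of the mouse genome GRCm38. Sfrp2 (ENSMUSG00000027996) lies on the + strand of chromosome 3 from 83766321 to 83774316. Its transcript ENSMUST00000029625.7 has 3 exons. The 19 bases of siRNA-1, GGATTCCGCTGGTCATGAA as DNA, lie in exon 1 from 83766777 to 83766795. Those of siRNA-2, CCAAGAATGAGGACGACAA, lie in exon 2 from 83769353 to 83769371. Those of siRNA-3, TCAACAGAGACACCAAGAT, lie in exon 3 from 83773151 to 83773169. All 3 sites fall in the coding sequence of this transcript, at its positions 457 to 475, 751 to 769 and 838 to 856. No siRNA of the 3 has an exact match of its whole length in a transcript of another gene, and the control (NC) siRNA matches no transcript.

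**Figure D1:**
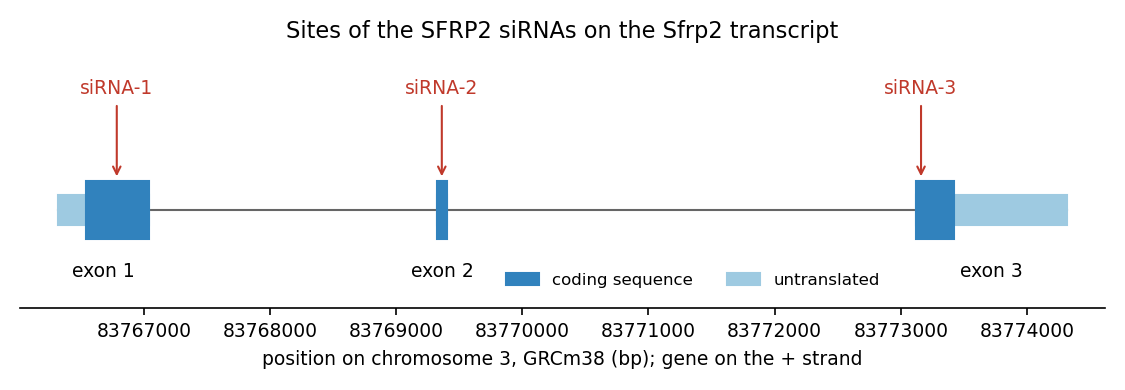
Map of the Sfrp2 transcript ENSMUST00000029625.7 on chromosome 3 of GRCm38, with position in base pairs on the x axis. Boxes are the 3 exons, wide where they are coding, and arrows mark the sites of siRNA-1, siRNA-2 and siRNA-3, each of which lies in another exon.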

The siRNA-targeted SFRP2 were obtained from Guangzhou RiboBio Co., Ltd. Cell transfection was performed using Lipofectamine 3000 (Invitrogen) according to the product operation manual. The transfection system for the six-well plate contained 10 nM siRNA and 5 μl Lipofectamine 3000. Cells (3×10^5^) were seeded into the well 1 day before transfection. siRNAs were mixed with Lipofectamine 3000 according to the manufacturer’s protocol. The mixture was incubated with cells for 6 h. The culture media were discarded and replaced with fresh media. Cells were maintained for 48 h at 37°C and then subjected into further examinations. For induction of inflammatory phenotype, RAW264.7 cells were treated with LPS (100 ng/ml) and IFN-γ (20 ng/ml) for 24 h.

### 2.12 Statistical analysis

GraphPad Prism software version 6.0 was used to analyze the data. Data are presented as the mean ± SD. Differences between two groups were analyzed by Student’s t-test. All data are representative of at least three independent experiments. A p-value of ≤0.05 was considered significant.

## 3 Results

### 3.1 Deficiency of SFRP2 may be associated with impaired healing power in DFU

Two datasets, GSE80178 and GSE134431, were used to screen DEGs related to diabetic wound healing (**Figures 1A, B**). These data were homogenized and analyzed by clustering (**Supplementary Figure S1**). A total of 42 overlapped DEGs were obtained (**Figure 1C**). PPI analysis was constructed to show the central DEGs of diabetic wound healing. SFRP2, KIT, FGFR2, AREG, and SPRR1B were considered as the most crucial DEGs in the PPI network (**Figures 1D, E**). FGFR2 and AREG have been implicated in wound healing and tissue regeneration (29, 30), which demonstrates the effectiveness of our screening method. The expression of SFRP2, KIT, FGFR2, AREG, and SPRR1B was verified in four datasets, GSE97615, GSE134431, GSE80178, and GSE143735. The sample types of these datasets were divided as oral mucus, skin tissues, non-healing diabetic foot ulcers (nH-DFU), healing diabetic foot ulcers(H-DFU), diabetic foot ulcer (DFU), non-diabetic foot skin (nDFS), non-healing diabetic forearm skin ulcer (nH-DS), healing diabetic forearm skin ulcer (H-DS), and diabetic forearm skin (DS). We found that SFRP2 was upregulated in the oral mucus compared with skin tissues (GSE97615) and downregulated in nH-DFU compared with DFS (GSE134431) (**Figure 1F**). No significant difference was observed between H-DFU and DFS, or nH-DFU (GSE134431). In addition, SFRP2 was downregulated in DFU compared with nDFS (GSE80178). No significant difference was observed between nH-DS and H-DS or DS (**Figure 1F**). The downregulation of SFRP2 in nH-DFU and upregulation in the oral mucus, which shows stronger healing power, suggested that expression of SFRP2 associates with healing power and the deficiency of SFRP2 may be associated with impaired healing power in nH-DFU (**Figure 1F**). Based on these findings, we considered SFRP2 as the most potential wound-healing-related genes. IHC staining confirmed that SFRP2 was downregulated in DFU compared with normal skin tissues (**Figure 1G**). We also examined the expression profile of SFRP2 in the main cell populations (endothelial cells, fibroblasts, neutrophils, and macrophages) of skin tissues using IF staining. The endothelial cells, fibroblasts, neutrophils, and macrophages were marked by their corresponding markers CD31, α-SMA, ly6G, and CD11b. As shown in **Supplementary Figure S2**, the accumulation of SFRP2 proteins in db/db mice were lower than those of WT mice. The SFRP2 proteins mainly distributed in endothelial cells and fibroblasts. A small fraction of SFRP2 proteins was located in macrophages and neutrophils.

**Figure 1:**
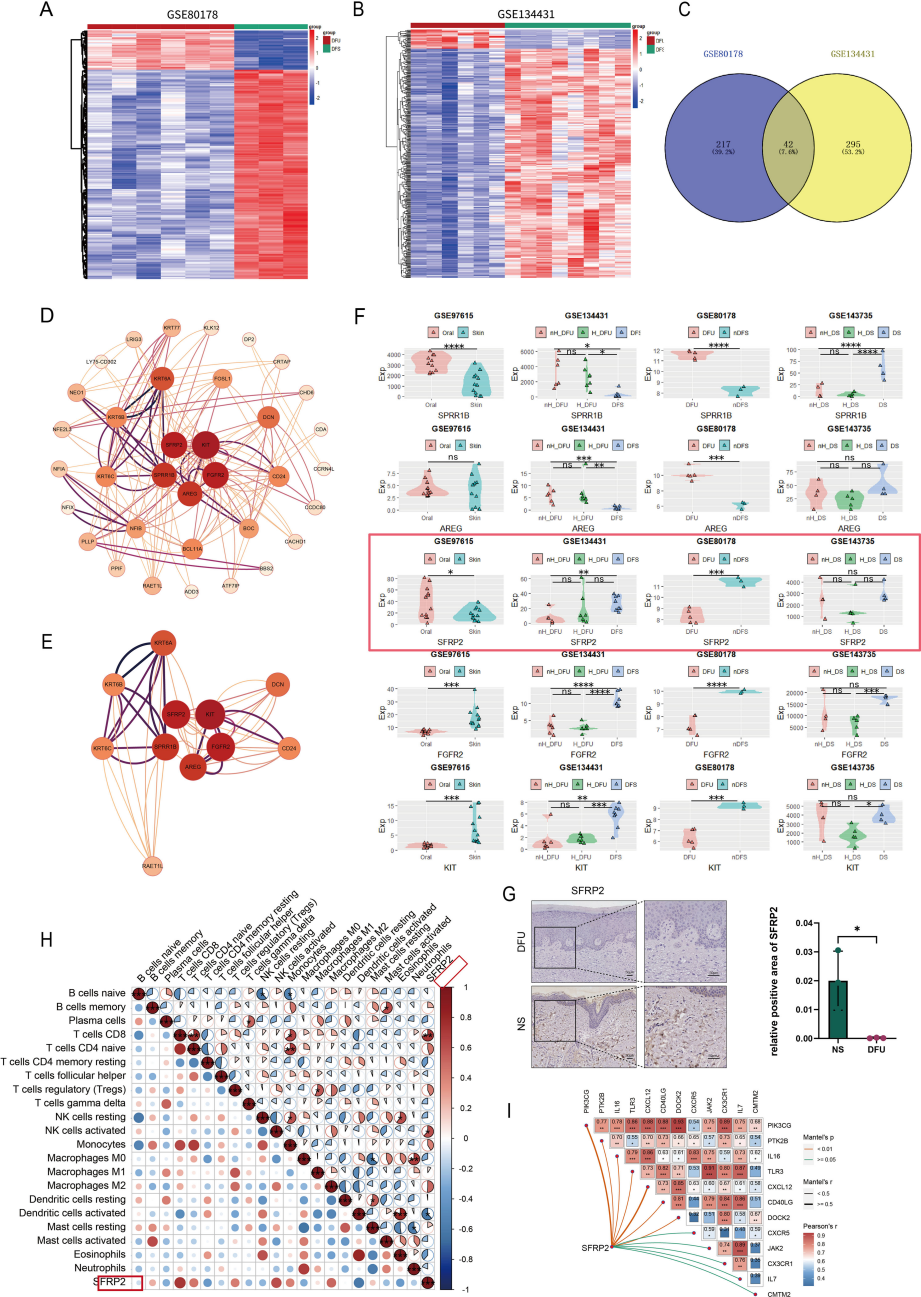
SFRP2 is a wound-healing-related gene in DFU. **(A, B)** Heat map of datasets GSE80178 and GSE134431. **(C)** Venn diagram of DEGs obtained from GSE80178 and GSE13443 (Adj.P value<0.05, Log2FoldChange<−2/Log2FoldChange>2). **(D)** PPI network of DEGs. **(E)** Central genes of PPI network. **(F)** The expression levels of central genes in GEO datasets with different tissue sources. GSE97615: Oral, oral mucosa; Skin, skin. GSE134431: H-DFU, healer-diabetic foot ulcer; nH-DFU, non-healer-diabetic foot ulcer. Skin, diabetic foot skin. GSE80178: DFU, diabetic foot ulcer; n-DFS, non-diabetic foot skin. GSE134735: DS, diabetic forearm skin (no ulcer); H_DS, healer-diabetic forearm skin (ulcer). nH_DS, non-healer-diabetic forearm skin (ulcer). **(G)** IHC staining of SFRP2 in DFU and normal skin tissues (NS). **(H)** Correlation between SFRP2 expression levels and immune cells infiltration of datasets GSE134431. **(I)** Correlation between SFRP2 expression levels and inflammation-related genes. *, P<0.05; **, P<0.01; ***, P<0.001; ****, P<0.0001. ns, non-significant.

We also explored the correlation between the expression of SFRP2 and immune cells infiltration using dataset GSE134431. As shown in **Figure 1H**, the expression of SFRP2 correlate with CD8^+^ T cells infiltration, activated NK cells infiltration, and activated dendritic cells infiltration in DFU, suggesting that SFRP2 may play a role in immune cells infiltration during wound healing. Moreover, the expression of SFRP2 correlate with several inflammation-related genes such as OIK3CG, PTK2B, IL-16, TLR3, CXCL12, CD40LG, DOCK2, JAK2, CXC3R1, IL-7, and CMTM2 (**Figure 1I**). This finding indicates SFRP2 may play a role in the regulation of inflammation during wound healing.

### 3.2 Suppression of SFRP2 impedes wound healing of diabetic mice

To investigate the possibility that the deficiency of SFRP2 contributed to impaired diabetic wound healing, a model of full-thickness excisional skin injury was used. The db/db BLKS mice were treated with SFRP2 siRNAs or control siRNAs (defined as NC), and wound healing was evaluated (**Figure 2A**). Decreased accumulation of SFRP2 was observed in wound tissues of mice treated with siRNAs (**Supplementary Figure S3**). The wild-type (WT) BLKS-leprdb mice were used as control mice. We found that SFRP2 siRNAs delayed the wound healing process (**Figures 2B–D**), impeded re-epithelialization, and caused hyperplastic scar, characterized by HE staining (**Figures 2E, G, H**). In addition, SFRP2 siRNAs reduced collagen deposition characterized by MASSON staining (**Figures 2F, I**), and impeded angiogenesis and matrix remodeling, as demonstrated by decreased CD31 positive vessel-like structures and α-SMA positive extracellular matrix area (**Figures 2J, K**). SFRP2 siRNAs did not change the wound healing rate in WT mice (**Figures 3A, B**). Hyperplastic scar and increased collagen deposition were observed in WT mice treated with siRNAs, but the statistics analysis showed no difference (**Figures 3C–F**). SFRP2 siRNAs increased α-SMA positive extracellular matrix area, but did not change the status of angiogenesis in wound tissues of WT mice (**Figures 3G, H**). Collectively, these data indicate that the suppression of SFRP2 impeded diabetic wound healing.

**Figure 2:**
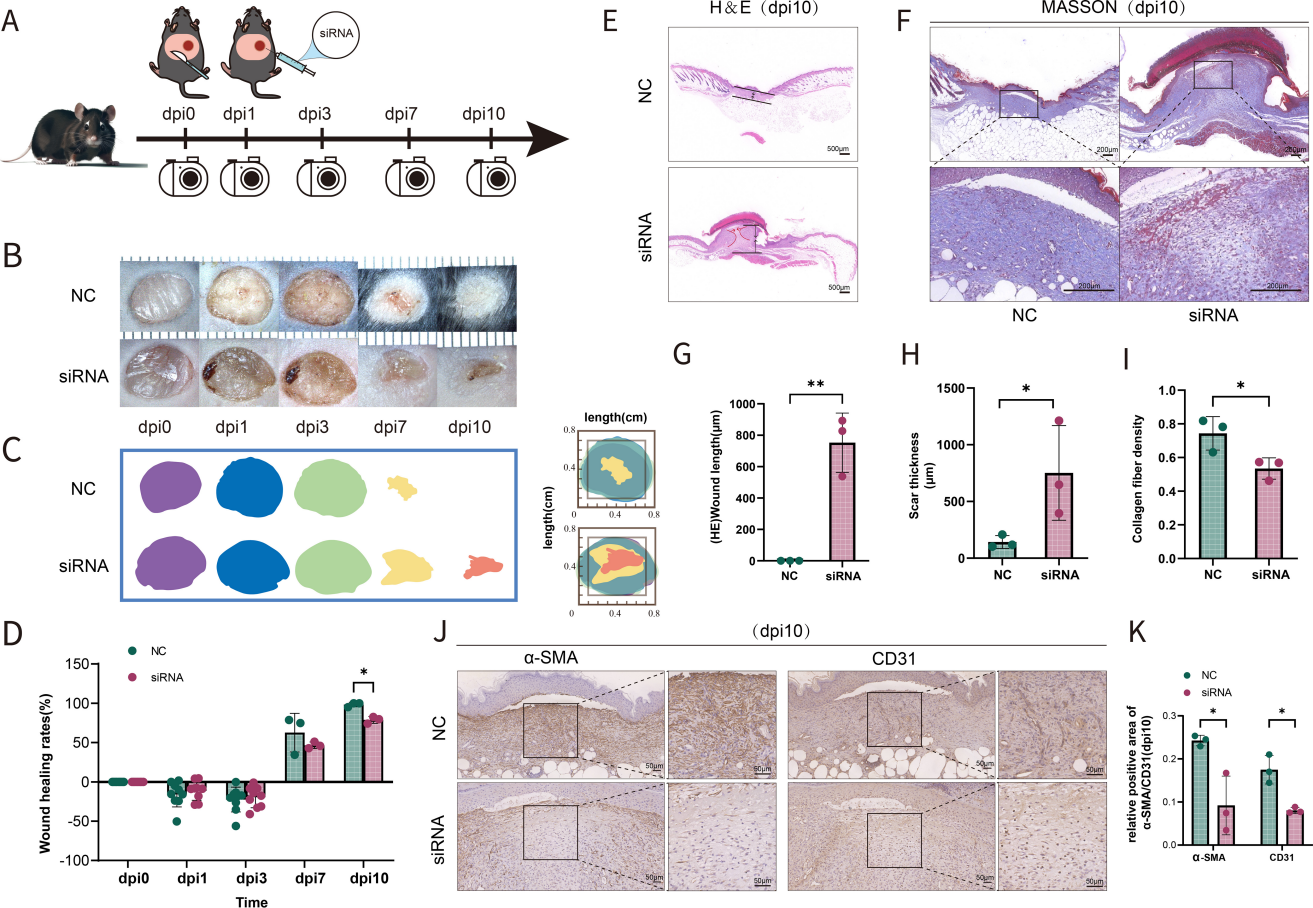
Suppression of SFRP2 impedes wound healing of diabetic mice. **(A)** Schematic diagram of the intervention of SFRP2 siRNAs in diabetic wound healing. The db/db BLKS mice were treated with SFRP2 siRNA or control siRNA (defined as NC), and wound healing were evaluated at indicated time points. **(B)** Representative images of wound healing. **(C, D)** Wound healing rate of db/db mice. **(E)** HE staining of wound tissue, bar=500 μm. **(F)** MASSON staining of wound tissues, bar = 200 μm. **(G, H)** The statistics of unhealed wound length and thickness. **(I)** The statistics of collagen deposition based on MASSON staining. **(J)** IHC staining of CD31 and α-SMA. Bar = 50 μm. **(K)** The statistics of angiogenesis and matrix deposition based on IHC staining. Data presented as means ± SD. *p<0.05; **p<0.01.

**Figure 3:**
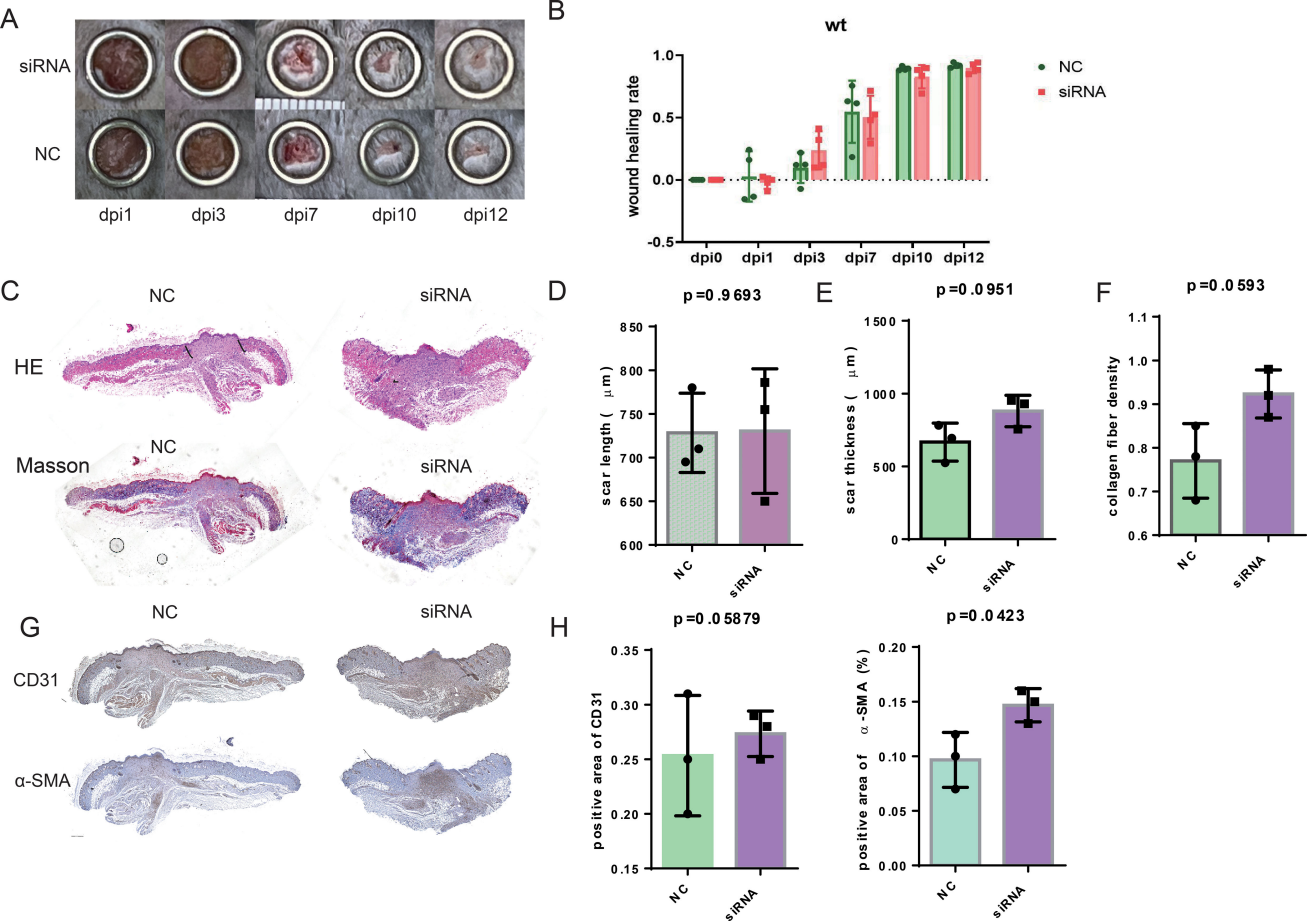
Suppression of SFRP2 does not change healing process in control mice. The wild type (WT) BLKS-leprdb mice were treated with SFRP2 siRNA or NC. The wound healing was evaluated at indicated time points. **(A)** Representative images of wound healing. **(B)** The statistics of wound healing rate. **(C)** Representative images of HE and MASSON staining. Bar = 500 μm. **(D, E)** The statistics of scar length and thickness based on HE staining. **(E)** The statistics of collagen fiber density based on MASSON staining. **(G)** IHC staining of CD31 and α-SMA. Bar = 500 μm. **(H)** The statistics of angiogenesis and matrix deposition based on IHC staining. Data presented as means ± SD.

### 3.3 Suppression of SFRP2 increases macrophage infiltration and impedes the functional phenotypes transition

We further investigate the effects of SFRP2 siRNAs on the immune cells infiltration of wound tissues. RNA-seq analysis was used to explore the changes of transcriptome in wound tissues at the early inflammatory phase [4 days post-injury (dpi4)]. As shown in **Figures 4A, B**, monocytes/macrophages were the major immune cells in wound tissues, and SFRP2 siRNAs increased macrophage infiltration. Neutrophils and macrophages are the two main inflammatory cell populations in the inflammatory stage of wound healing (31). Neutrophils are the first inflammatory cell population that arrived at the wound site and initiate the inflammatory response (31). Macrophages arrive second following neutrophils and eliminate neutrophils (5). Macrophages of the wound site consist of two sub-populations, tissue-resident macrophages and bone marrow-derived macrophages (32). We found that SFRP2 siRNAs neither affect the ratio of neutrophils (marked by ly6G) at dpi4 (**Supplementary Figure S4**) nor the ratio of tissue-resident macrophages as marked by CD207 throughout the whole healing process (dpi4 and dpi10) (**Figure 4D**). However, SFRP2 siRNAs increased the ratio of bone marrow-derived macrophages, marked by F4/80 and CD11b, both at dpi4 and dpi10 (**Figures 4E, F**).

**Figure 4:**
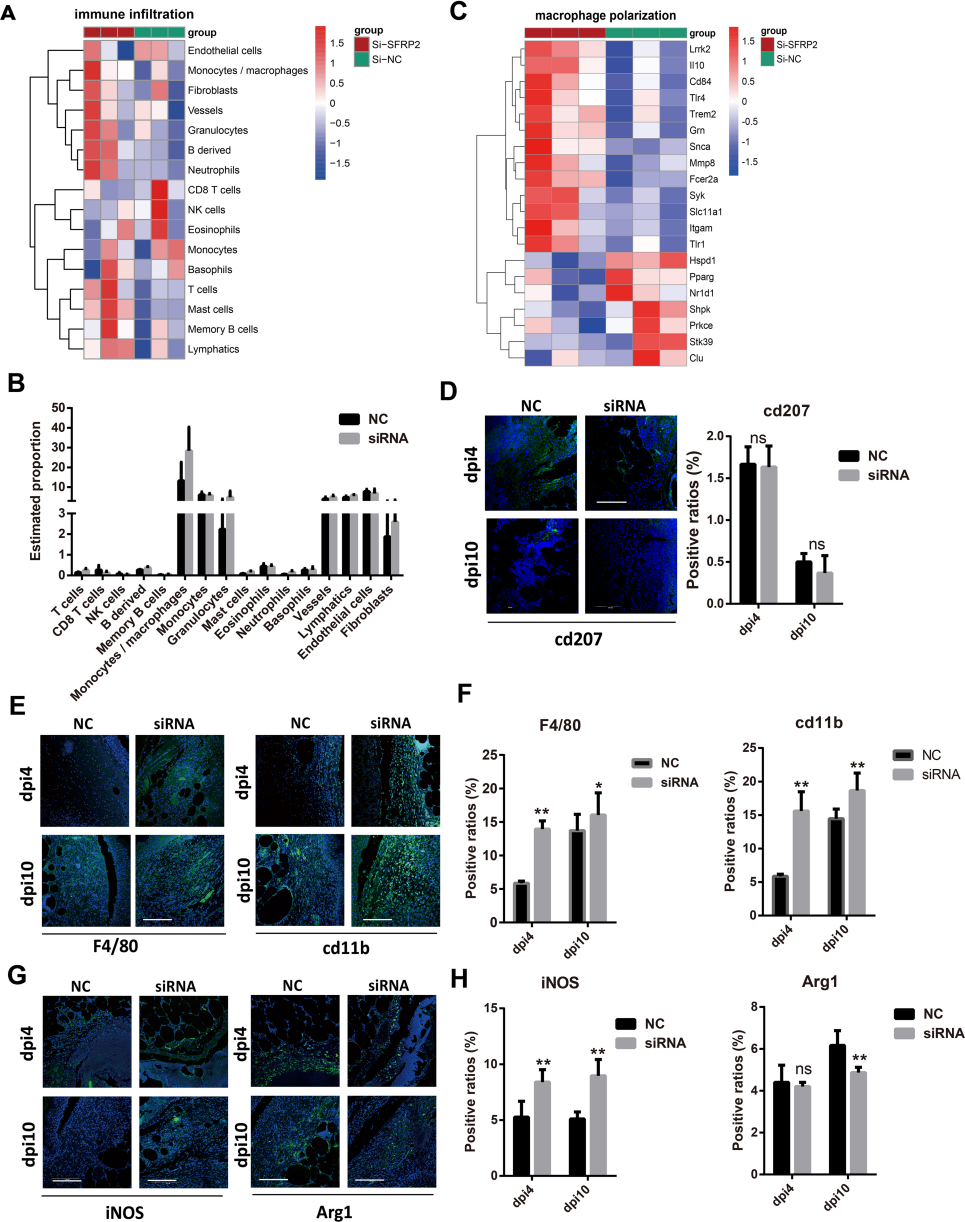
Suppression of SFRP2 increases macrophage infiltration and impedes functional phenotypes transition. Wound tissues were collected at dpi4 and subjected to RNA-seq analysis to explore the changes of transcriptome. The status of immune cell infiltration was analyzed using CIBERSORT algorithm. **(A)** Heat map of immune cell infiltration based on RNA-seq analysis of wound tissues. **(B)** The ratios of immune cells. **(C)** Heat map of macrophage polarization-related genes. **(D)** IF staining of CD207. **(E)** IF staining of F4/80 and CD11b, bar = 200 μm. **(F)** The statistics of F4/80 and CD11b-positive cells. **(G)** IF staining of iNOS and Arg1, bar = 200 μm. **(H)** The statistics of iNOS and Arg1-positive cells. Data presented as means ± SD. *p<0.05; **p<0.01. ns, non-significant.

Macrophages polarization contributes critically to inflammatory response (5). We further explored the effect of SFRP2 siRNAs on macrophage-polarization-related genes based on the RNA-seq analysis at dpi4. As shown in **Figure 4C** and **Supplementary Figure S6D**, suppression of SFRP2 affects most of macrophage-polarization-related genes and inflammation-related genes. IF staining was applied to define the inflammatory and anti-inflammatory phenotype macrophages in wound tissues using iNOS and Arg1 staining, respectively. Data showed that SFRP2 siRNAs increased inflammatory phenotype at dpi4 and dpi10. No changes were observed in the anti-inflammatory phenotype at dpi4, but a significant decrease was observed at dpi10 (**Figures 4G, H**). These data indicated that suppression of SFRP2 impedes the functional phenotype transition of macrophages in diabetic wound healing.

We also examined the status of macrophage infiltration and polarization in wound tissues of WT mice. SFRP2 siRNAs increased the macrophage infiltration at both dpi4 and dpi10 and increased inflammatory phenotype at dpi4 (**Supplementary Figures S5A–D**). The ratio of anti-inflammatory phenotype at dpi10 seems to increase, but the statistics analysis showed no difference (**Supplementary Figure S5E**). These data indicated that suppression of SFRP2 may increase the macrophage infiltration through the whole healing process and inflammatory phenotype macrophages at the inflammatory stage of non-diabetic wound healing.

### 3.4 Suppression of SFRP2 affects transcriptome signatures related to energy metabolism in wound tissues

We further explored the transcriptome changes in wound tissues at dpi4. RNA-seq data showed that a total of 768 differential expressed genes (DEGs) were identified in the SFRP2 siRNAs group, with 263 upregulated genes and 505 downregulated genes (**Supplementary Figures S6A, B**). GO biological process, KEEG-related pathways, and RACTOME of DEGs were analyzed based on GSEA analysis (**Figures 5A–C**). Based on the GSEA analysis, we found that SFRP2 modulates chemokine signaling pathway, cytokine–cytokine receptor interaction, leukocyte chemotaxis and migration, and myeloid leukocyte migration, suggesting that it plays a role in inflammatory response and immune cell chemotaxis and migration (**Figure 5D**). SFRP2 also modulates biological process related to energy metabolism, including fatty acids metabolism, citrate acid TCA cycle and oxidative phosphorylation, aerobic respiration, ATP metabolic process, and ATP coupled electron transport (**Figure 5E**). PPI network analysis also revealed that the core DEGs were energy-metabolism-related genes (**Supplementary Figure S6C**). Further exploration indicated that SFRP2 modulates mitochondrial energy metabolism related to the respiratory electron transport chain. SFRP2 siRNAs suppressed gene sets related to respiratory electron transport chain, electron transport chain, NADH dehydrogenase complex assembly, mitochondrial respiratory chain complex I assembly, mitochondrial electron transport, NADH to ubiquinone, and negative regulation of mitochondrion organization (**Figure 5F**). These data indicate that SFRP2 may be involved in mitochondrial energy metabolism at the early stage of wound healing.

**Figure 5:**
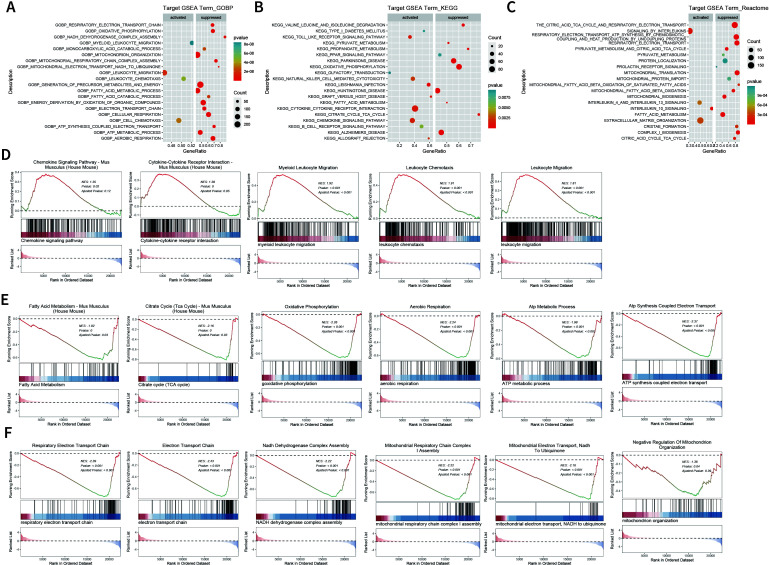
Suppression of SFRP2 affects energy metabolism during wound healing. Wound tissues were collected at dpi4 and subjected to RNA-seq analysis to explore the changes in transcriptome. **(A–C)** GO biological process, KEEG-related pathways, and RACTOME analysis of DEGs based on GSEA analysis. **(D)** Suppression of SFRP2 activates inflammatory response and immune cell chemotaxis and migration. **(E)** Suppression of SFRP2 inhibits energy metabolism (fatty acids metabolism, citrate acid TCA cycle and oxidative phosphorylation, aerobic respiration, ATP metabolic process, and ATP coupled electron transport). **(F)** Suppression of SFRP2 inhibits mitochondrial energy metabolism related to respiratory electron transport chain (respiratory electron transport chain, electron transport chain, NADH dehydrogenase complex assembly, mitochondrial respiratory chain complex I assembly, mitochondrial electron transport, NADH to ubiquinone, and negative regulation of mitochondrion organization).

### 3.5 Suppression of SFRP2 compromised the balance between glycolysis and mitochondrial energy metabolism in injury-related macrophages

We further explored the effects of SFRP2 siRNAs on energy metabolism of injury-related macrophages. The injury-associated macrophages were isolated from wound tissues at dpi4 and dpi10 and then subjected to the extracellular flux analysis (EFA). The gating strategy of cell sorting is shown in **Figure 6A** and **Supplementary Figure S7**. Changes in the oxygen consumption rate (OCR) and the basal extracellular acidification rate (ECAR, a measure of lactate production that reflects glycolysis rate) were determined. SFRP2 siRNAs increased glycolysis and glycolytic capacity of macrophages at both dpi4 and dpi10 (**Figures 6B, C**). A significant reduction in OCR was observed in the SFRP2 siRNAs group at both dpi4 and dpi10. SFRP2 siRNAs reduced basal respiration, ATP production, and respiratory capacity of macrophages (**Figures 6D, E**), suggesting that SFRP2 siRNAs inhibit mitochondrial energy metabolism. A reduction in mitochondrial mass was observed in the SFRP2 siRNAs group as shown by MitoTrackerTM Green (MTG) fluorescent staining and flow cytometric analysis (**Figure 6F**). Moreover, SFRP2 siRNAs decreased ROS level in macrophages (**Figure 6G**). These data indicate suppression of SFRP2 siRNAs decreased mitochondrial energy metabolism and increased glycolysis.

**Figure 6:**
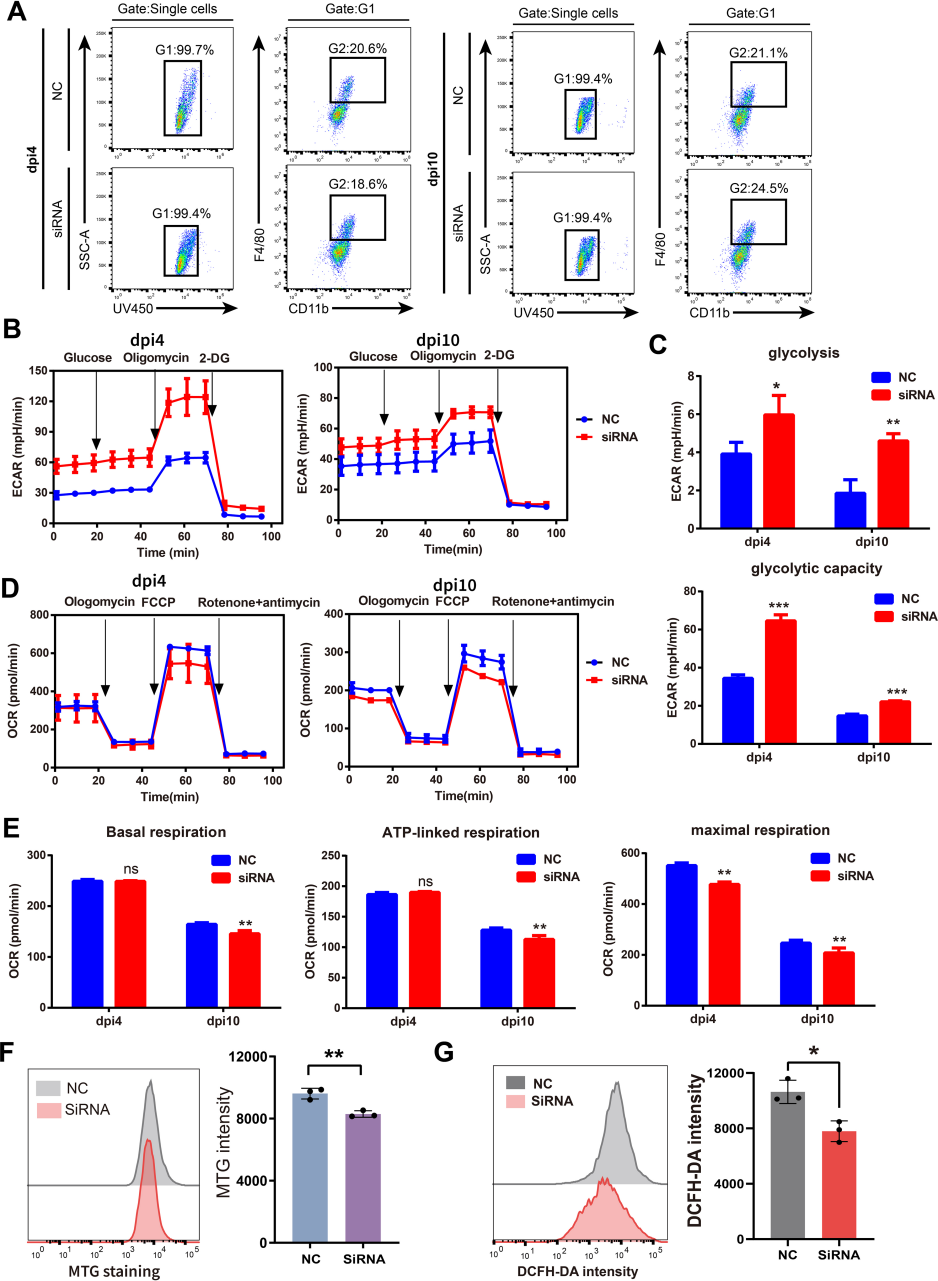
Suppression of SFRP2 compromised the balance between glycolysis and mitochondrial energy metabolism in injury-related macrophages. The injury-associated macrophages were isolated from wound tissues of dpi4 and dpi10. Changes in the oxygen consumption rate (OCR) and the basal extracellular acidification rate (ECAR) were determined. **(A)** Gating strategy of injury-related macrophages. **(B)** ECAR analysis of macrophages. **(C)** The statistics of glycolysis and glycolytic capacity based on ECAR analysis. **(D)** OCR analysis of macrophages. **(E)** The statistics of basal respiration, ATP-link respiration, and maximal respiration based on OCR. **(F)** Flow cytometric analysis of MTG staining. **(G)** Flow cytometric analysis of DCFH staining. Data presented as means ± SD. *p<0.05; **p<0.01; ***p<0.001. ns, non-significant.

### 3.6 Suppression of SFRP2 affected transcriptome signature related to energy metabolism and inflammatory response and inhibited wnt signaling in inflammatory macrophages

To further explore the molecular mechanism of SFRP2-mediated macrophage polarization and energy metabolism, we analyzed the transcriptome changes in macrophages. RAW264.7 cells were transfected with SFRP2 siRNAs and polarized to inflammatory phenotype using LPS and IFN-γ stimulation. The inflammatory phenotype of RAW 246.7 cells was characterized by increased expression of iNOS and increased accumulation of IL-6 and TNF-α (**Supplementary Figure S8**). 

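The deposited values cover 9 RNA-seq libraries of RAW264.7 cells, a mouse macrophage line, of which 3 are labeled NC siRNA, 3 SFRP2 siRNA and 3 RAB6A siRNA. The paper does not report the RAB6A siRNA group. The paper's methods give 10 nM siRNA for 6 h, 48 h in fresh media, and LPS (100 ng/ml) with IFN-γ (20 ng/ml) for 24 h. The labels of the libraries give 60 nM siRNA for 6 h, 12 h in complete medium and LPS (100 ng/ml) for 24 h, and do not name IFN-γ. The labels also differ from the methods in the Lipofectamine reagent and in the medium, which is DMEM in the labels. The authors deposited FPKM (fragments scaled to the length of the gene and the size of the library) for 28137 Ensembl gene identifiers, of which 27533 have a name in GENCODE M21. The values of low genes, multiplied by exon length, were whole multiples of a single step in each library, which gave the number of reads behind each value. The recovered reads ranged from 41608379 to 47149258 per library in the NC siRNA group (median 42515253), from 34743304 to 40562562 in the SFRP2 siRNA group (median 38883870) and from 32758729 to 37833882 in the RAB6A siRNA group (median 36344965).
The targeted gene Sfrp2 was close to the limit of detection in all 9 libraries. Its FPKM was 0.0213 ± 0.0014 (SD, n = 3) in the NC siRNA libraries, which corresponds to 2 reads in each. In the libraries labeled SFRP2 siRNA it was 0.0401 ± 0.0116 (SD, n = 3), from 4, 4 and 2 reads, and in the libraries labeled RAB6A siRNA it was 0.0482 ± 0.0103 (SD, n = 3), from 4, 3 and 4 reads. The FPKM of Sfrp2 was therefore higher, not lower, in the libraries labeled SFRP2 siRNA (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). A floor of 3 reads corresponds to an FPKM of Sfrp2 between 0.0296 and 0.0425 in these libraries, so that a fold change cannot be given and a decrease of Sfrp2 was not detectable at this depth. Counted as read pairs, 3 pairs in the NC siRNA group and 5 in the SFRP2 siRNA group give a ratio of 1.92 for equal depth, with a 95% exact (Clopper-Pearson) interval from 0.373 to 12.3. Intervals and floors cover counting error only. Since the targeted gene gives no check of the labels, groups are named by their labels.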

RNA-seq analysis was performed to examine the transcriptome of RAW246.7 cells. Data showed that 214 differential expressed genes (DEGs) were identified in the SFRP2 siRNAs group, with 74 upregulated genes and 140 downregulated genes (**Figures 7A, B**). 

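Of the genes in the deposited values, 12017 had a mean FPKM of at least 0.5 over the 6 libraries labeled NC siRNA and SFRP2 siRNA. They were compared with limma on log2(FPKM + 0.1), a scale on which the change of low genes is understated. With the thresholds of the paper's methods, 0 genes were called as DEGs, since no gene had an adjusted p under 0.05 and the smallest adjusted p from limma was 0.140. At an unadjusted p under 0.05, 2220 genes (18.5%) passed, of which 929 were higher and 1291 lower in the libraries labeled SFRP2 siRNA. Of these, 62 also passed the fold threshold, with 44 higher and 18 lower. The count moved most when the unadjusted p was taken with no filter on low values, where 242 of 26365 genes passed both thresholds, 144 higher and 98 lower. In 2974 genes (24.7%) all 3 libraries of a group lay above all 3 of the other, where chance gives 10%. The replicate numbers of the labels were also used as a block. With this replicate block 0 genes had an adjusted p under 0.05 and 2988 had an unadjusted p under 0.05. Same-numbered libraries deviated from their group means with a mean correlation of 0.0127 across genes, against -0.00640 for libraries of different numbers.
The smallest unadjusted p among genes that rose was that of Rpl7a-ps5 (ENSMUSG00000071052), a processed pseudogene on chromosome 17 whose reads may be shared with the gene it derives from. Its FPKM was 17.9 ± 1.57 (SD, n = 3) in the libraries labeled SFRP2 siRNA and 8.47 ± 1.19 (SD, n = 3) in the NC siRNA libraries, a log2 fold change of 1.08 (standard error 0.11, adjusted p = 0.140 from limma). Among genes that fell it was that of Gm43542 (ENSMUSG00000105241), a processed pseudogene on chromosome 3 with the same limit, at 0.857 ± 0.0495 against 1.89 ± 0.0972 (SD, n = 3 each). Its log2 fold change was -1.05 (standard error 0.11, adjusted p = 0.140 from limma). The next smallest were those of Gm11772, an antisense gene whose reads depend on whether strand was counted, and Naf1, which rose by 0.45 and 0.38, and of Dpm3 and Tspo, which fell by 0.52 and 0.41 on the log2 scale. Each of these 6 genes had all 3 libraries of a group above all 3 of the other (exact permutation p = 0.1 for each).
Of 8 gene names that could be read in Figure 7A, all are in the deposited values. Cwh43 and Gm47884, which Figure 7A marks as upregulated, were at 0 in all 3 libraries labeled SFRP2 siRNA and had an FPKM of 0.0330 to 0.178 and 0.114 to 0.300 in the NC siRNA libraries. Myadml2, Gm38055 and Spata31d1b, marked as downregulated, were at 0 in all 3 NC siRNA libraries and above 0 in all 3 libraries labeled SFRP2 siRNA, where the highest FPKM was 0.298, 0.162 and 0.0940. Actc1 and Gm47857, also marked as downregulated, were higher in each library labeled SFRP2 siRNA than in any NC siRNA library. Gm5866, whose name was hard to read, was at 0 in the libraries labeled SFRP2 siRNA and at most 0.0494 in the NC siRNA libraries. Each of these 8 genes had a mean FPKM under 0.5 and was not tested.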

KEGG enrichment analysis showed that DEGs were mainly distributed in metabolism pathway and inflammatory response (**Figure 7C**). 

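Gene lists for 14 pathways were written by hand from general knowledge of their members before the values were read, and were tested with limma's camera test at a fixed inter-gene correlation of 0.01. Several lists also hold the genes that the paper drew in its heat maps from these libraries, and are not independent of that choice. A list is lower in this test when its genes rank below the other genes tested. After Benjamini-Hochberg adjustment over the 14 lists, 8 lists had an adjusted p under 0.05, and all 8 were lower in the libraries labeled SFRP2 siRNA. The median log2 fold change of all genes tested was -0.01. When the inter-gene correlation was estimated for each list in place of the fixed value, 0 lists had an adjusted p under 0.05, the setting that moved the count most. With the replicate block, the same 8 lists passed. The 6 libraries were also divided into 3 against 3 in the 9 other ways, which mix the labels, and 0 to 7 lists passed. In the division with 7 lists the smallest adjusted p was 5.1e-13 from limma's camera, against 6.1e-10 in the real one. A small p of a list at the fixed correlation therefore does not by itself set the 2 groups apart.
The heat maps of Figures 7D–N show 112 different genes, and all 112 are in the deposited values. All 112 had a lower mean in the libraries labeled SFRP2 siRNA when no filter was used. The paper drew these genes from the same libraries, so that the count describes them and shows no stability. In 47 of them, all 3 libraries labeled SFRP2 siRNA lay below all 3 NC siRNA libraries, where chance gives 10% for both directions together. Their median FPKM over the 6 libraries was 0.101, and 54 of them had fewer than 10 reads per library on average. Past the filter on low values were 43 of the 112 genes, with log2 fold changes between -0.59 and -0.12. Of these 43 genes, 37 had an unadjusted p under 0.05, 35 had a p under 0.05 adjusted over the 43 genes alone, and 0 had one adjusted over all genes tested. After a correction for GC content and gene length, chosen after seeing the data, 26 had an unadjusted p under 0.05 and 19 one adjusted over the 43. With no filter, 43 of the 112 genes had an unadjusted p under 0.05, 2 had an absolute log2 fold change over 1, and 0 had both. The 0.1 added to each FPKM is about their median FPKM, so that the low genes among them could hardly pass the fold threshold.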

The inflammatory-related pathways regulated by SFRP2 siRNAs include chemokine signaling pathways, T-cell receptor signaling, and antigen processing and presentation (**Figure 7D**). 

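Past the filter, 27 of 41 genes of the antigen processing and presentation list were lower in the libraries labeled SFRP2 siRNA, with a median log2 fold change of -0.10 (adjusted p = 0.0030 from limma's camera). With quantile normalization the adjusted p of this list was 0.188, and over all alternatives it ranged from 4.5e-05 to 0.299. Of 21 chemokine ligands and receptors, 14 were lower, with a median of -0.07 (adjusted p = 0.352 from limma's camera). That list is narrower than the chemokine signaling pathway of the paper. It holds 6 of the 12 genes of Figure 7D and leaves out others, such as Gnai1 and Grk3. Of 75 genes of T-cell receptor signaling, 39 were lower, with a median of -0.02 (adjusted p = 0.997 from limma's camera), and the direction of this list changed between the alternatives. Neither list passed under any alternative.
All 12 genes of Figure 7D were under the filter, with a mean FPKM of 0.000912 to 0.178 over the 6 libraries and a median of 2 reads per library. In 11 of the 12 the mean was under 10 reads per library. All 12 means were lower in the libraries labeled SFRP2 siRNA, and in 3 genes all 3 of these libraries lay below all 3 NC siRNA libraries. None of the 12 entered the test.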

The energy metabolism pathways affected by SFRP2 siRNAs include carbohydrate metabolism (citrate cycle TCA cycle, pentose phosphate pathway, glycolysis and gluconeogenesis, fructose, and mannose metabolism), lipids metabolism (sphingolipid metabolism, biosynthesis of unsaturated fatty acids, and linoleic acid metabolism), and amino acid metabolism (glycine, serine and threonine metabolism, and beta alanine metabolism), which consists the three main components of energy metabolism of macrophages (**Figures 7E–M**). In addition, we also analyzed the effect of SFRP2 on wnt signaling. 

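All 4 lists of carbohydrate metabolism were lower in the libraries labeled SFRP2 siRNA. The median log2 fold change was -0.17 in the fructose and mannose list, with 27 of 29 genes lower (adjusted p = 4.1e-06 from limma's camera). It was -0.15 in the glycolysis and gluconeogenesis list, with 33 of 41 genes lower (adjusted p = 3.8e-05), and -0.12 in the citrate cycle list, with 21 of 27 lower (adjusted p = 2.6e-04). The pentose phosphate list had a median of -0.08, with 16 of 22 genes lower (adjusted p = 0.0031). These 4 lists hold all genes of Figures 7H to 7K, which the paper drew from the same libraries and which were all lower. Among their other genes, with no filter, 6 of 13 were lower for the citrate cycle and 22 of 34 for glycolysis and gluconeogenesis. It was 15 of 19 for fructose and mannose and 13 of 20 for pentose phosphate. Taking out genes drawn as lower biases what is left the other way, so that neither count is free of this choice. The oxidative phosphorylation list, for which Figure 7 has no heat map, had 69 of 89 genes lower and a median of -0.13 (adjusted p = 1.3e-06). Among the lists of amino acid metabolism, beta-alanine metabolism had 14 of 16 genes lower and a median of -0.08 (adjusted p = 0.030), and glycine, serine and threonine metabolism had 8 of 14 genes lower (adjusted p = 0.798). Beta-alanine metabolism did not pass with a mean FPKM of at least 1 as the filter (adjusted p = 0.0737; 0.0132 to 0.299 over all alternatives). Of the lists of lipid metabolism, 19 of 29 genes were lower in sphingolipid metabolism (adjusted p = 0.286) and 11 of 18 in biosynthesis of unsaturated fatty acids (adjusted p = 0.638). Linoleic acid metabolism had no list of its own.
The log2 fold change of a gene depended on its GC content. Across 11903 genes, Spearman's rho was -0.498 with GC content and 0.172 with gene length, where genes are not independent replicates. After a correction for both, which was chosen after seeing the data, the medians were -0.13 for fructose and mannose, -0.08 for glycolysis and gluconeogenesis, -0.07 for the citrate cycle and -0.09 for oxidative phosphorylation, and 7 of the 8 lists that had passed still did.
Genes drawn in the heat maps differed in level. Of the 16 genes of Figure 7H 15 were past the filter, as were 15 of 23 in Figure 7J, 12 of 16 in Figure 7K and 5 of 9 in Figure 7I. In contrast, 2 of 12 genes passed it in Figure 7E, 0 of 2 in Figure 7F, 2 of 8 in Figure 7G, 1 of 5 in Figure 7L and 0 of 8 in Figure 7M. The citrate cycle gene Idh2 (ENSMUSG00000030541) had a log2 fold change of -0.25 (standard error 0.05, unadjusted p = 0.0017, adjusted p = 0.165 from limma). The glycolysis gene Hk3 (ENSMUSG00000025877) had a log2 fold change of -0.32 (standard error 0.06, unadjusted p = 8.6e-04, adjusted p = 0.163 from limma). Gapdh (ENSMUSG00000057666) fell by 0.29 with a standard error of 0.23 (adjusted p = 0.507 from limma), so that its change was not larger than the spread between replicates would give.

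**Figure D2:**
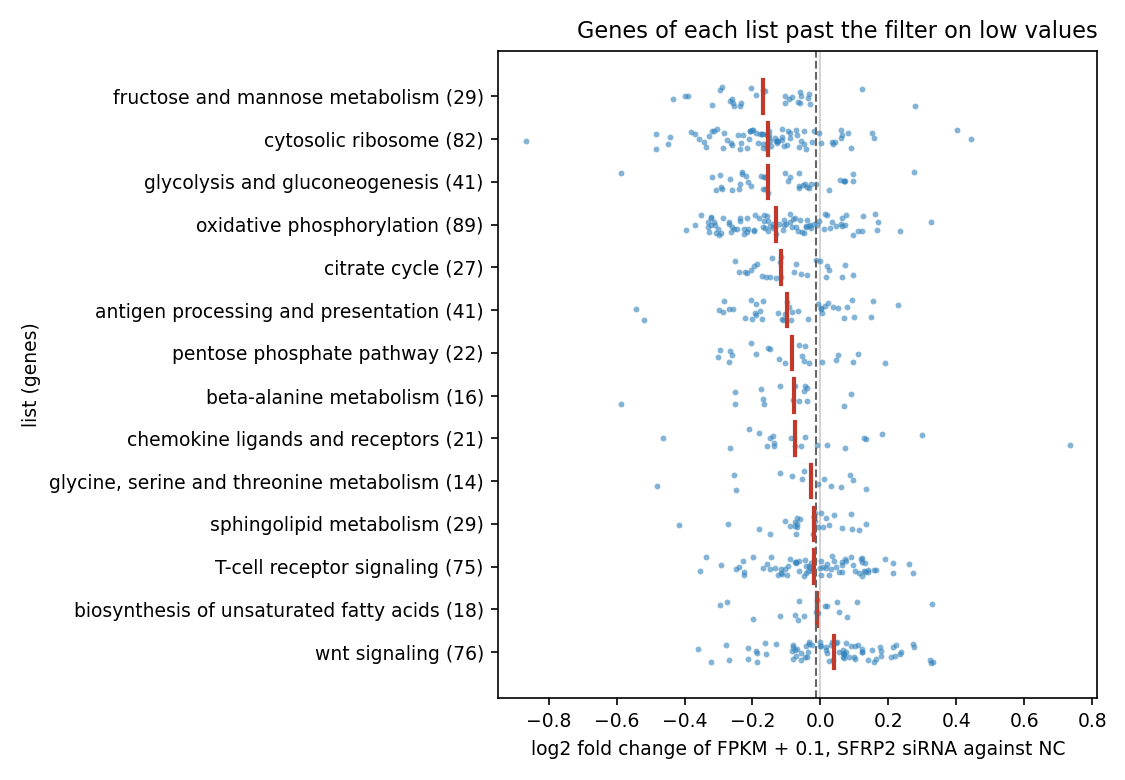
Log2 fold change of FPKM + 0.1 between the libraries labeled SFRP2 siRNA and NC on the x axis, for the genes of each of the 14 lists past the filter on low values on the y axis. Points are genes, red bars the median of a list and the dashed line the median of all genes tested at -0.01; the medians run from -0.17 for fructose and mannose metabolism to 0.04 for wnt signaling, and the direction of T-cell receptor signaling in the test changed between the alternatives.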

As shown in **Figure 7N**, most of wnt-signaling-related genes were suppressed by SFRP2 siRNA.

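All 20 genes of Figure 7N had a lower mean in the libraries labeled SFRP2 siRNA, and in 6 of them all 3 of these libraries lay below all 3 NC siRNA libraries. Past the filter on low values were 2 of the 20, Btrc (ENSMUSG00000025217) with a log2 fold change of -0.36 (standard error 0.12, adjusted p = 0.202 from limma) and Ppp2r5b (ENSMUSG00000024777) with -0.32 (standard error 0.11, adjusted p = 0.219 from limma). The other 18 had a mean FPKM under 0.5. Over the 20 genes the median was 5.67 reads per library, and 11 of them had fewer than 10.
The wnt signaling list that was written before the values were read holds all 20 of these genes and 105 others with a value above 0. Of its 76 genes past the filter, 30 were lower and 46 higher in the libraries labeled SFRP2 siRNA. Their median log2 fold change was 0.04, against -0.01 for all genes tested (unadjusted p = 0.0578, adjusted p = 0.0899 from limma's camera, direction higher). The list stayed in this direction under each alternative, with adjusted p from 0.0437 to 0.299, and with the replicate block it had an adjusted p of 0.0671.

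**Figure D3:**
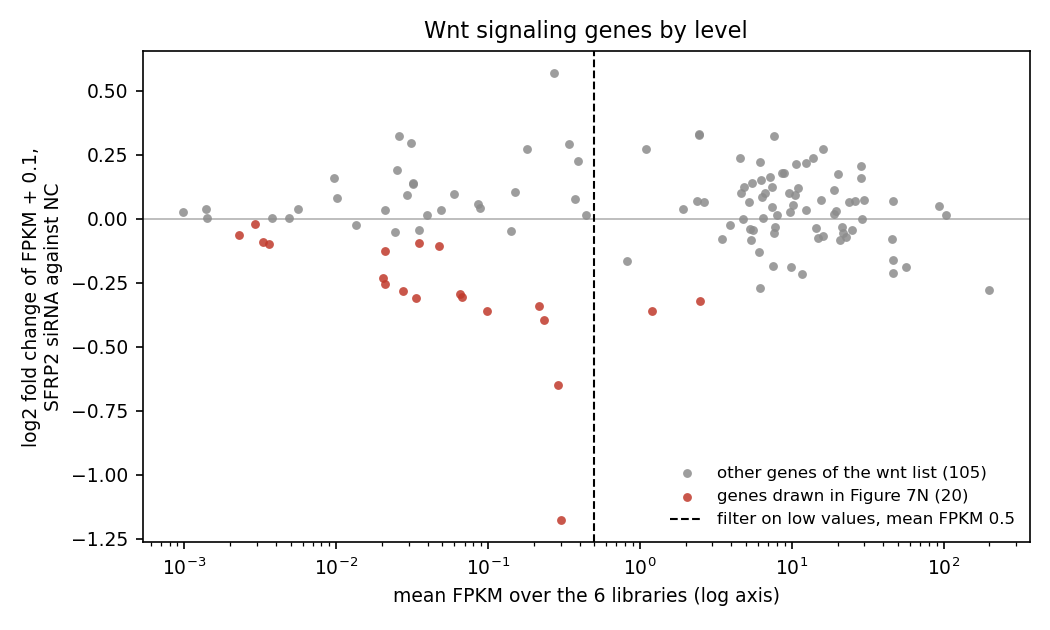
Log2 fold change of FPKM + 0.1 between the libraries labeled SFRP2 siRNA and NC (y axis) against the mean FPKM over the 6 libraries on a log axis (x axis), for the 125 genes of the wnt signaling list above 0. Red points are the 20 genes drawn in Figure 7N, of which 2 lie right of the dashed line that marks a mean FPKM of 0.5; gray points are the 105 other genes of the list.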

**Figure 7:**
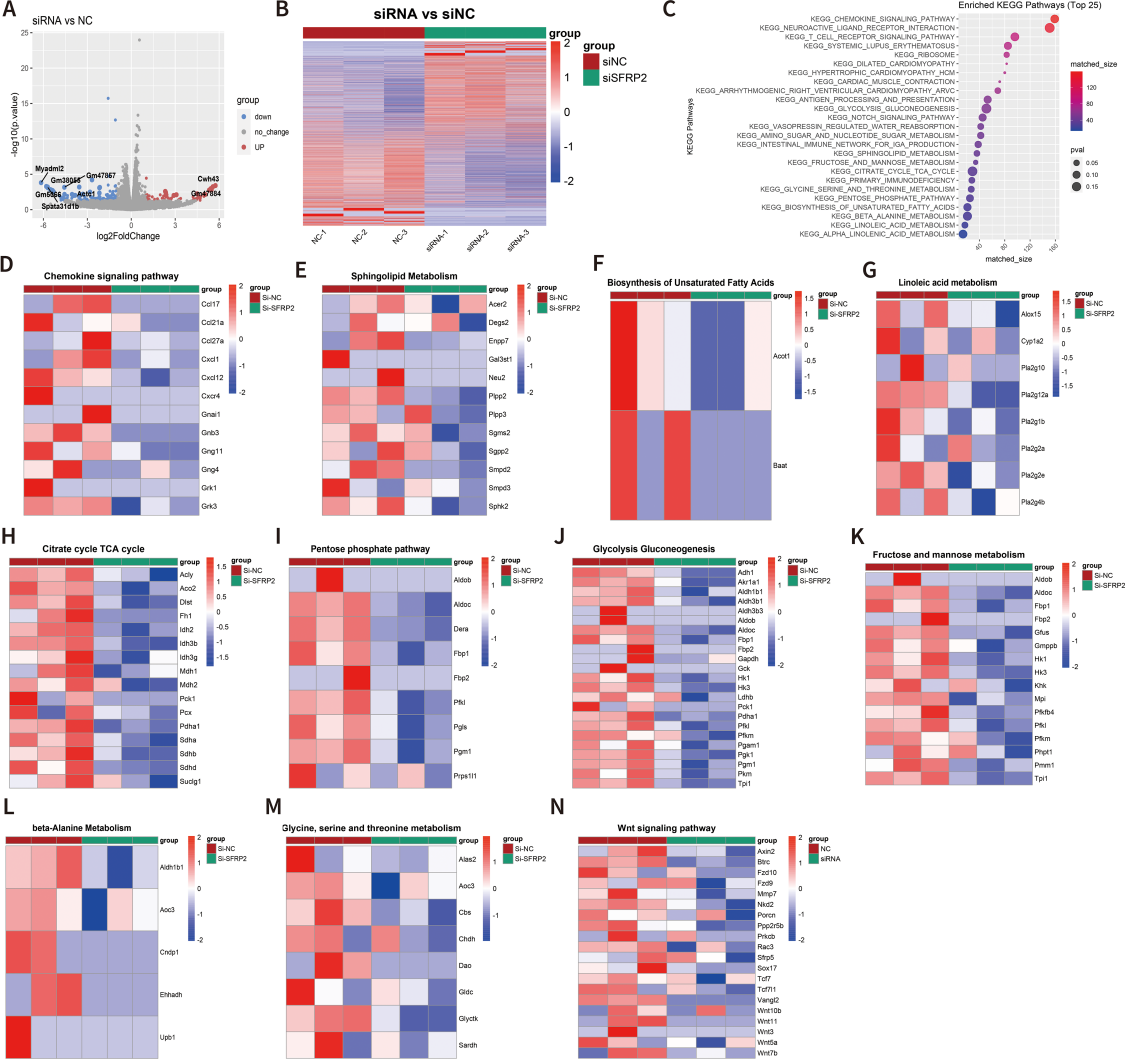
Suppression of SFRP2 affected transcriptome signature related to energy metabolism and inflammatory response and inhibited wnt signaling in inflammatory macrophages. RAW264.7 cells were transfected with siSFRP2 or control siRNAs (NC), polarized by LPS and IFNγ, and subjected to RNA-seq analysis. **(A)** Volcano plot of DEGs. **(B)** Heat map of DEGs. **(C)** KEEG enrichment analysis of DEGs. **(D)** Heat map of chemokine signaling pathway-related DEGs. **(E)** Heat map of sphingolipid-metabolism-related DEGs. **(F)** Heat map of biosynthesis unsaturated fatty-acid-related DEGs. **(G)** Heat map of linoleic acid metabolism-related DEGs. **(H)** Heat map of TCA cycle-related DEGs. **(I)** Heat map of pentose phosphate-related DEGs. **(J)** Heat map of glycolysis and gluconeogenesis-related DEGs. **(K)** Heat map of fructose and mannose metabolism-related DEGs. **(L)** Heat map of beta-alanine metabolism-related DEGs. **(M)** Heat map of glycine, serine, and threonine metabolism-related DEGs. **(N)** Heat map of wnt signaling pathway-related DEGs.

### 3.7 Suppression of SFRP2 impeded glycolysis and mitochondrial energy metabolism in inflammatory macrophages

We also examined the effects of SFRP2 siRNA on glycolysis and mitochondrial energy metabolism of inflammatory macrophages. RAW264.7 cells were transfected with SFRP2 siRNAs and polarized to inflammatory phenotype using LPS and IFN-γ stimulation. The un-polarized macrophages served as control. EFA assays showed that SFRP2 siRNAs suppressed mitochondrial energy metabolism of macrophages, which was characterized by decreased basal respiration, proton leak, ATP-linked respiration, and maximum respiration of macrophages (**Figures 8A–L**). In addition, SFRP2 siRNAs enhanced the total glycolysis of un-polarized macrophages but decreased glycolysis of inflammatory macrophages. As shown in **Figures 8M–T**, SFRP2 siRNAs increased glycolysis, glycolytic capacity, and glycolytic reserve of un-polarized macrophages, and decreased those of inflammatory macrophages. These data indicated that suppression of SFRP2 impeded both glycolysis and mitochondrial energy metabolism in inflammatory macrophages. In un-polarized macrophages, suppression of SFRP2 impeded mitochondrial metabolism but enhanced glycolysis.

**Figure 8:**
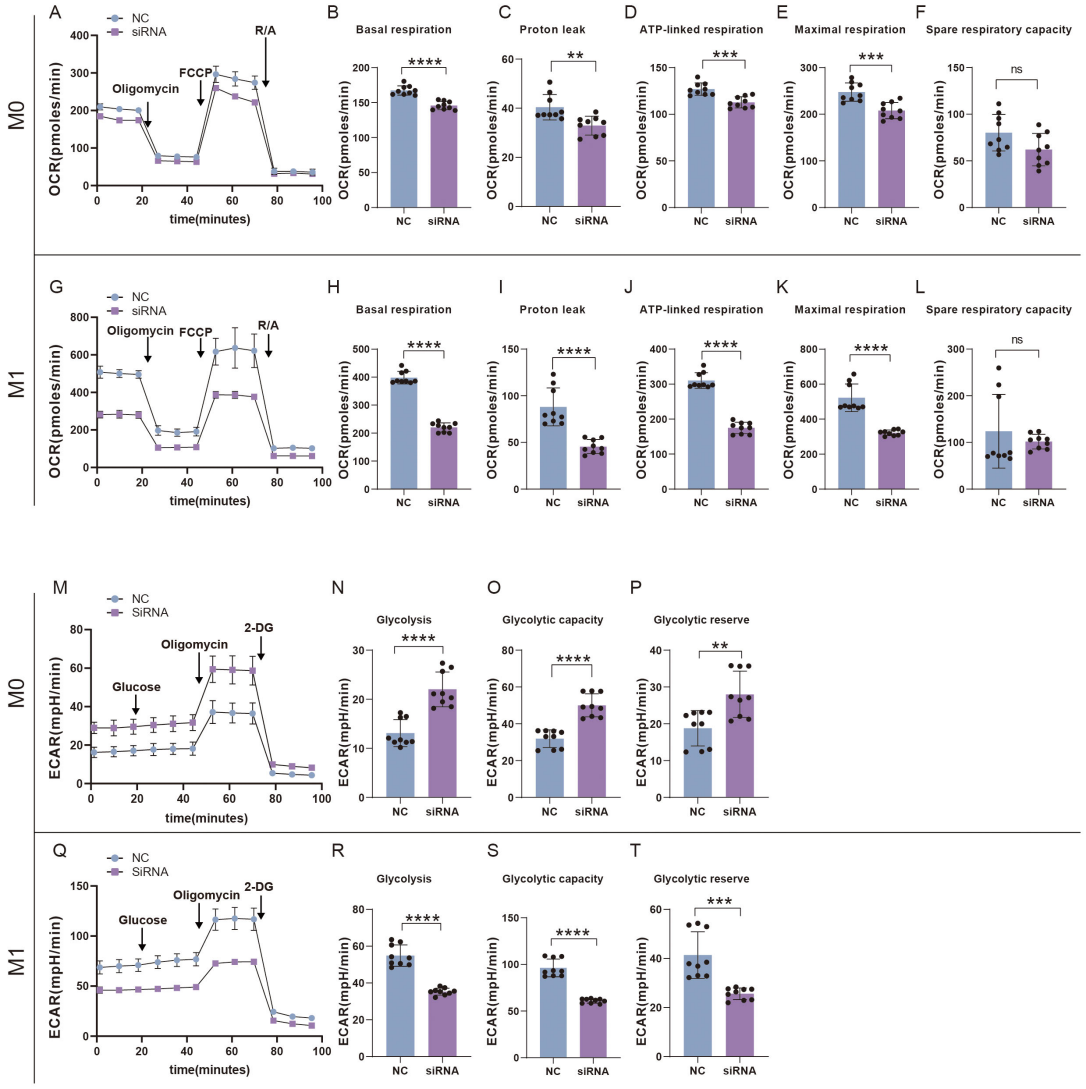
Suppression of SFRP2 impeded glycolysis and mitochondrial energy metabolism in inflammatory macrophages. RAW264.7 cells were transfected with SFRP2 siRNAs and polarized to inflammatory phenotype using LPS and IFN-γ stimulation. The un-polarized phenotype macrophages served as control. ECAR and OCAR were evaluated using EFA analysis. **(A)** OCR analysis of un-polarized macrophages. **(B–F)** The statistics of basal respiration, proton leak, ATP-link respiration, maximal respiration, and spare respiratory capacity based on OCR of un-polarized macrophages. **(G)** OCR analysis of inflammatory macrophages. **(H–L)** The statistics of basal respiration, proton leak, ATP-link respiration, maximal respiration, and spare respiratory capacity based on OCR of inflammatory macrophages. **(M)** ECAR analysis of un-polarized macrophages. **(N–P)** The statistics of glycolysis, glycolytic capacity, and reserve based on ECAR analysis of un-polarized macrophages. **(Q)** ECAR analysis of inflammatory macrophages. **(N–P)** The statistics of glycolysis, glycolytic capacity, and reserve based on ECAR analysis of inflammatory macrophages. Data presented as means ± SD. **p<0.01; ***p<0.001; ****p<0.0001. ns, non-significant.

### 3.8 Over-expression of SFRP2 enhanced wound healing in diabetic mice

To evaluate the therapeutic potential of SFRP2 in diabetic wound healing, AAV-SFRP2 or AAV-control was injected at the dorsal skin of db/db mice 14 days before skin wounds were created. As shown in **Figures 9A–C**, AAV-SFRP2 enhanced the wound healing process of diabetic mice. HE and MASSON staining showed higher collagen fiber density in wound tissues of AAV-SFRP2-treated mice (**Figures 9D, E**). IHC staining of α-SMA and CD31 demonstrated better matrix remodeling and angiogenesis in wound tissues of AAV-SFRP2-treated mice (**Figures 9D, F**). Collectively, these data indicated over-expression of SFRP2 enhanced wound healing in diabetic mice.

**Figure 9:**
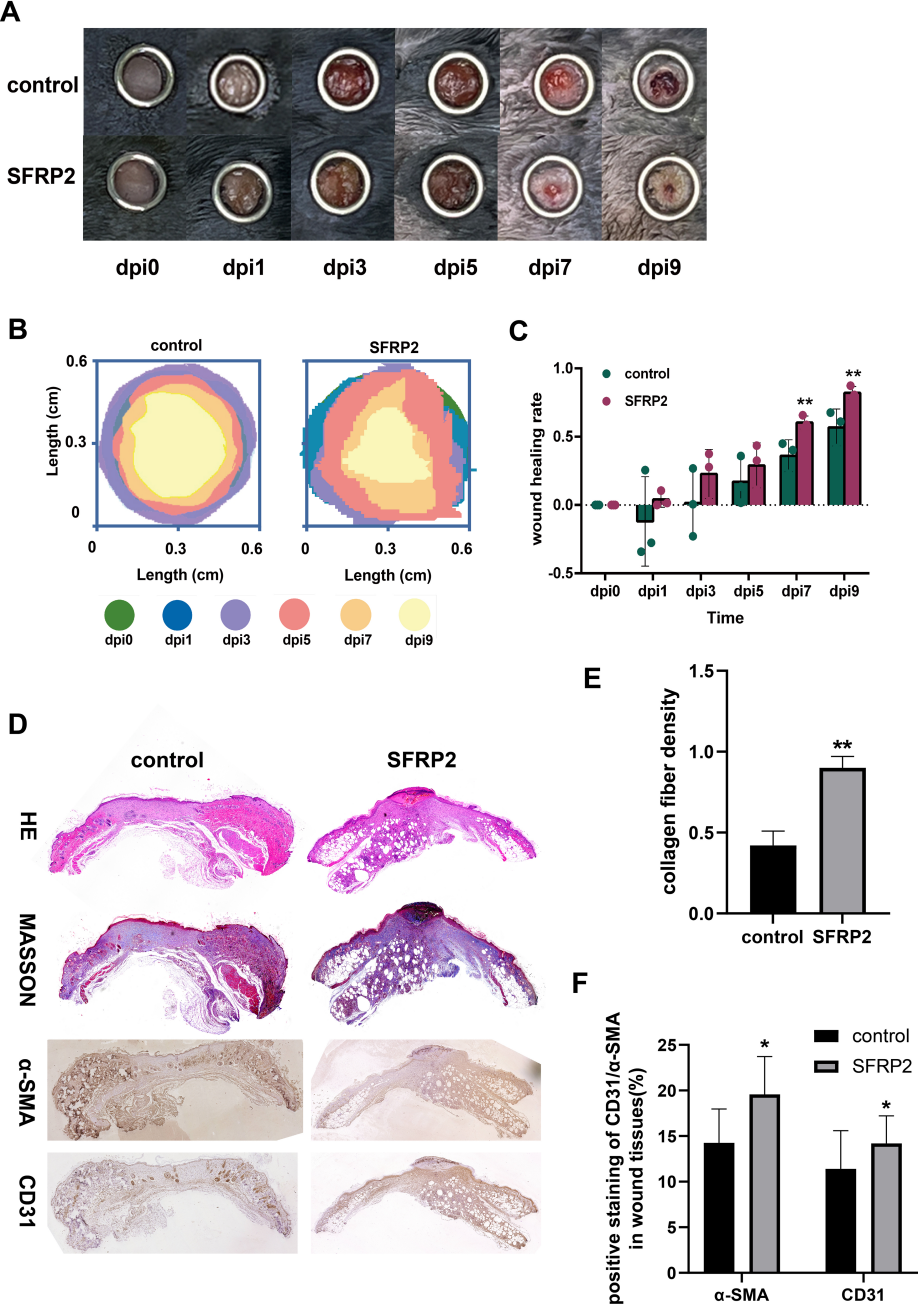
SFRP2 promotes wound healing in diabetic mice. The db/db mice were treated with AAV-SFRP2 or AAV-control. Dorsal full-thickness skin wounds were created by 6-mm punch biopsies after 14 days. The wound healing was evaluated at indicated time points. **(A)** Representative images of wound healing. **(B)** Measurement of wound healing by ImageJ. **(C)** The statistics of wound healing rate. **(D)** Representative images of HE, MASSON staining, and IHC staining of CD31 and α-SMA. **(E)** The statistics of collagen fiber density based on MASSON staining. **(F)** The statistics of angiogenesis and matrix deposition based on IHC staining. Data presented as means ± SD. *p<0.05; **p<0.01.

## 4 Discussion

In this study, we identified five potential target genes, SFRP2, KIT, FGFR2, AREG, and SPRR1B. FGFR2, AREG, and SPRR1B have been implicated in wound healing and tissue regeneration, which also demonstrates the effectiveness of our screening method. FGF, the ligand of FGFR, has been recommended by the American Wound Healing Association and the European Wound Management Association for the treatment of refractory ulcers. AREG, also known as amphiregulin, could be induced by tissue-resident immune cells to promote tissue integrity and wound repair (33). It has been reported that basophil-derived AREG would worsen chronic allergic skin inflammation (34). It also plays an important role on the recruitment and repair function of MAIT cells during skin wound healing (29). SPRR1B, also known as SPRR1 and cornifin, encodes a precursor of the keratinocyte cornified envelope (35). It plays a certain role in the differentiation of normal keratinocytes, which is a critical cell population in skin re-epithelialization during wound healing (36). KIT, also known as C-Kit and CD117, is a proto-oncogene and receptor tyrosine kinase. Upon activation by its cytokine ligand, stem cell factor (SCF), this protein phosphorylates multiple intracellular proteins that play a role in the proliferation, differentiation, migration, and apoptosis of many cell types and thereby plays an important role in the involvement of stem cells and mast cell in wound healing (37–40). We chose SFRP2 as the study subject for several reasons: (i) the role of SFRP2 in refractory wound has never been reported; (ii) SFRP2 was upregulated in oral mucus with strong healing capacity and downregulated in non-healing DFU, which suggested that the expression of SFRP2 may be associated with healing capacity of DFU; and (iii) the expression of SFRP2 may be associated with immune cells infiltration of DFU.

*In vivo* study showed that suppression of SFRP2 impeded angiogenesis and matrix remodeling and delayed the wound healing process of diabetic mice (**Figure 2**), and treatment of AAV-SFRP2 augmented wound healing in diabetic mice and demonstrated the therapeutic potential of SFRP2. Neutrophils and macrophages are the major immune cell populations involved in wound healing. Suppression of SFRP2 did not affect neutrophils infiltration but increased macrophage infiltration. It is reasonable to conclude that macrophages are the main target of SFRP2. Further evidence demonstrates that in diabetic mice treated with SFRP2 siRNAs, inflammatory macrophages were maintained at a high level through the whole wound healing process, and anti-inflammatory macrophages were decreased at the later stage of wound healing (**Figure 4**). This finding indicates that suppression of SFRP2 impedes the functional phenotype transition of macrophages at the later stage of wound healing process. The transition of pro-inflammatory macrophages to healing-favored anti-inflammatory macrophages is important for wound healing (5). Inflammatory macrophages are responsible for eliminating pathogens at the early stage of wound healing, and anti-inflammatory macrophages function as pro-healing immune cells at the later stage of wound healing (4, 5). Deficiency of anti-inflammatory macrophages disturb the healing process and impede angiogenesis and matrix remodeling at the later stage of wound healing (4, 5). It is reasonable to conclude that disruption of the inflammatory-to-anti-inflammatory transition may have contribute to the delayed wound healing caused by SFRP2 deficiency. However, SFRP2 may play a different role in non-diabetic wound healing. In control mice, suppression of SFRP2 may increase the macrophage infiltration through the whole healing process and maintain a high level of inflammatory macrophages at the inflammatory stage (**Supplementary Figure S5E**).

One of the critical findings is that SFRP2 is involved in the metabolic reprogramming of macrophages. We first found that suppression of SFRP2 affects transcriptome signature related to the energy metabolism in wound tissue. SFRP2 siRNAs suppressed gene sets related to fatty acids metabolism, citrate acid TCA cycle and oxidative phosphorylation, aerobic respiration, ATP metabolic process, and ATP-coupled electron transport (**Figure 5E**). Further exploration suggests that SFRP2 modulates mitochondrial energy metabolism, which is characterized by respiratory electron transport chain, NADH dehydrogenase complex assembly, mitochondrial respiratory chain complex I assembly, mitochondrial electron transport, NADH to ubiquinone, and negative regulation of mitochondrion organization (**Figure 5F**). Given that SFRP2 plays a role in macrophage infiltration and polarization, we assume that the role of SFRP2 may be related to energy metabolism. Aerobic glycolysis dominates inflammatory phenotype macrophages, while oxidative phosphorylation is favored by anti-inflammatory phenotype (6, 41). EFA analysis of injury-related macrophages demonstrates that suppression of SFRP2 impeded mitochondrial energy metabolism as evidenced by decreased oxygen consumption rate, ROS, and mitochondrial mass at both dpi4 and dpi10 (**Figures 6D–G**). As compensation, glycolysis plays a dominant role in injury-related macrophages, which is characterized by increased glycolysis and glycolytic capacity at both dpi4 and dpi10 (**Figures 6B, C**). In addition, the suppression of SFRP2 affected transcriptome signature related to energy metabolism and inflammatory response in inflammatory macrophages (**Figure 7**), which at least partially supports our hypothesis that SFRP2 modulates the function of macrophages through regulating the balance between mitochondrial metabolism and glycolysis. However, SFRP2-mediated regulation of energy metabolism in immortalized RAW264.7 cells seems a little bit different from those of injury-related macrophages isolated from diabetic mice. The findings in RAW264.7 indicated that suppression of SFRP2 impeded both glycolysis and mitochondrial energy metabolism in inflammatory macrophages. In un-polarized macrophages, the suppression of SFRP2 impeded mitochondrial metabolism but enhanced glycolysis. We hypothesize that the reason for this discrepancy is that the energy metabolism of immortalized cells is different from those of primary cells.

There is also a noteworthy finding about the effect of SFRP2 on wnt signaling pathway. As shown in **Figure 7N**, most of the wnt-signaling-related genes were suppressed by SFRP2 siRNA. The traditional view proposes that SFRP2 is a negative regulator of wnt signaling pathway (21, 42, 43). However, a few studies propose a different theory that SFRP2 may augment wnt signaling pathway (44–46). Our data favor the role of SFRP2 as a positive regulator of wnt signaling pathway. 

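With no filter on low values, 52 of the 125 genes of the wnt signaling list above 0 were lower in the libraries labeled SFRP2 siRNA and 73 were higher. The ligand Wnt5a (ENSMUSG00000021994) had an FPKM of 0.0526 ± 0.0158 (SD, n = 3) in the NC siRNA libraries and 0.0417 ± 0.0135 (SD, n = 3) in the libraries labeled SFRP2 siRNA, from 8 to 22 reads per library (exact two-sided permutation test, p = 0.4). Wnt3a is not listed in the deposited values. The paper reads its data as in favor of SFRP2 as a positive regulator, beside the negative role of the view it cites as traditional, and speculates that the association differs between conditions.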

We speculate that SFRP2 may exhibit different functions under different diseases and physiological conditions, and the association between SFRP2 and wnt signaling may change under different conditions. There are a few questions that need to be clarified in order to explain the mechanism. SFRP2 is an extracellular protein. There is a strong possibility that SFRP2 binds to a receptor protein to activate or suppress signaling pathway. It is crucial to clarify which protein is the receptor of SFRP2 and which protein is the downstream effector of SFRP2-mediated signaling transduction. Based on previous reports, there is equal possibility that SFRP2 binds to wnt proteins and Frizzled proteins (Fzds) (47, 48). PLA assays showed that SFRP2 binds to wnt3a and wnt5a (**Supplementary Figure S9**). We did not examine the binding between SFRP2 and Fzds yet. The mammalian Frizzled subfamily has 10 members (Fzd1 to Fzd10), and they may mediate signaling through different pathways. In the canonical wnt/β-catenin pathway, wnt proteins bind to Fzd and the co-receptors LRP5 or LPR6 and activate wnt/β-catenin pathway through inhibiting phosphorylation of β-catenin by GSK3-β. Fzds can also bind to other secreted proteins, such as Norrin and R-Spondin (49–51). There is great possibility that SFRP2 binds to Fzds and activate wnt signaling pathway. Unfortunately, we cannot provide relevant evidence yet. However, we will continue to dig deeper into the relevant mechanism in the future study.

In summary, our findings help decipher the role of SFRP2 in the transition of macrophage functional phenotypes and in diabetic wound healing. The theory proposed in this work provides solid support for developing therapy for diabetic wounds.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE268759 and GSE268760 (GEO).

# Supplementary material for: SFRP2 modulates functional phenotype transition and energy metabolism of macrophages during diabetic wound healing
**Source:** Front Immunol. 2024 Oct 11;15:1432402. doi: 10.3389/fimmu.2024.1432402
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

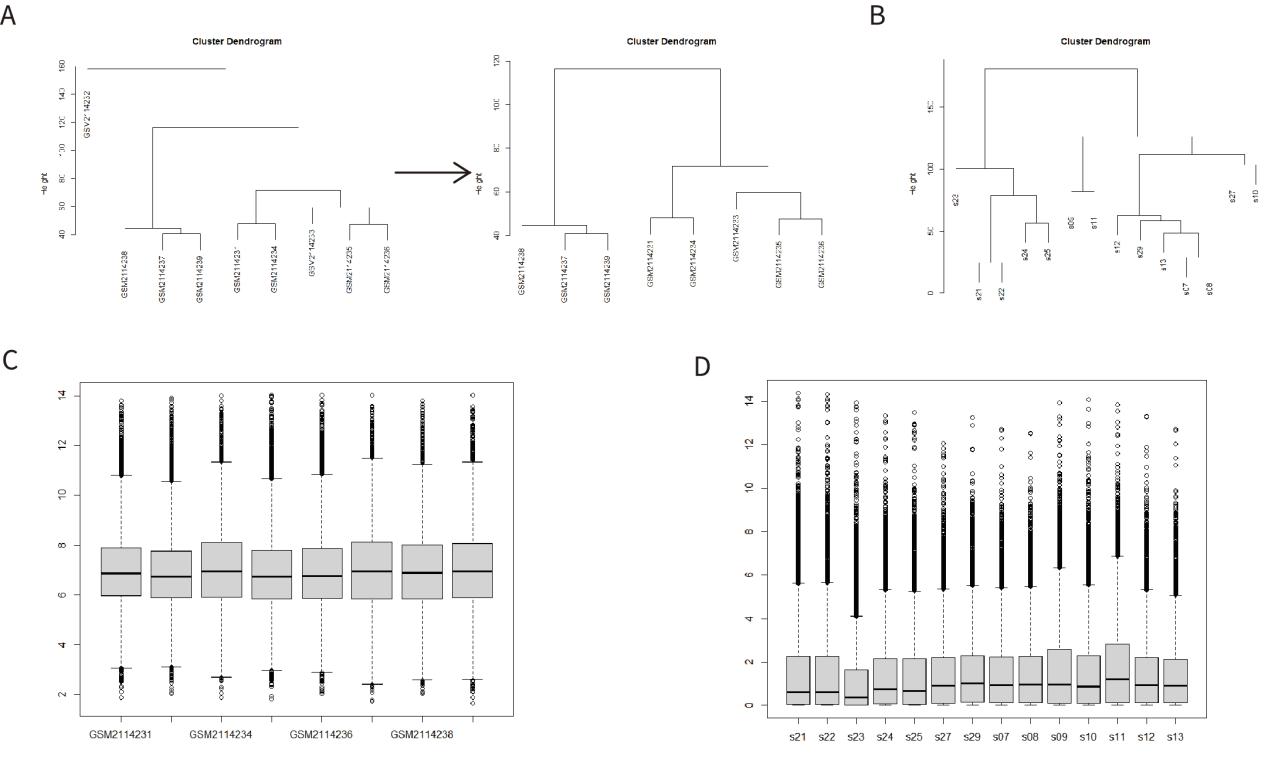

**Supplementary figure 1** Data processing of GSE80178 and GSE134431. A, Cluster tree diagram of GSE80178. B, Cluster tree diagram of GSE134431. C, box plots of GSE80178. D, box plots of GSE134431.

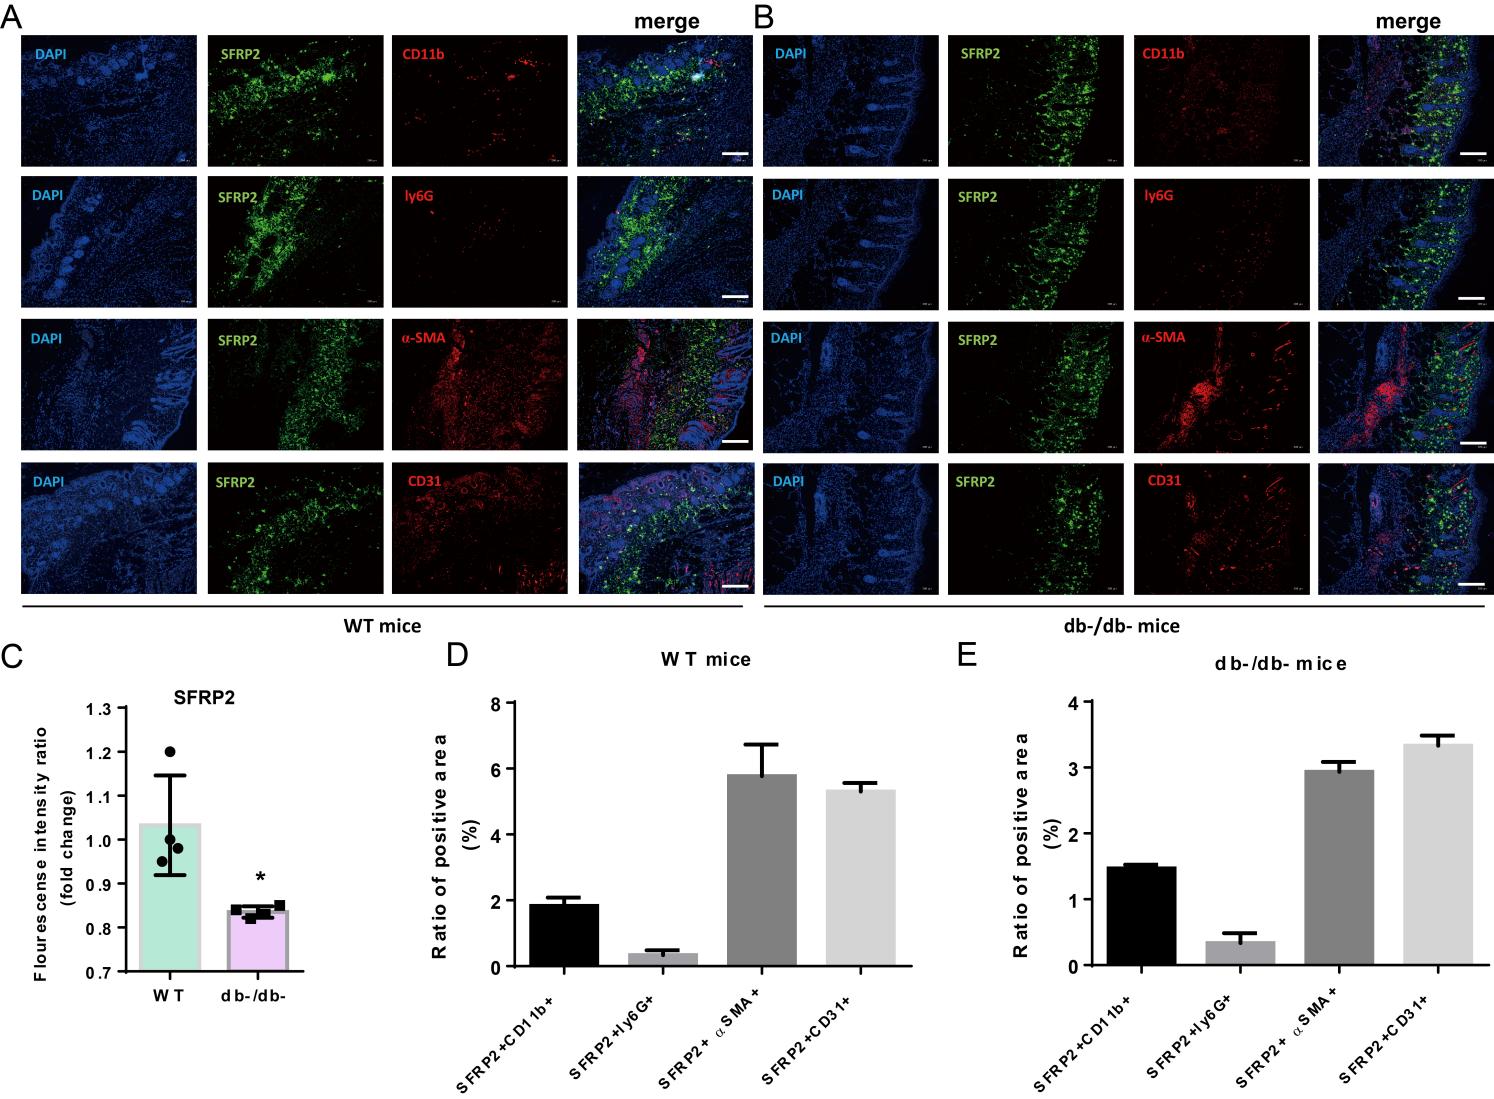

**Supplementary figure 2**  The expression profile of SFRP2 in the main cell populations of skin tissue. The expression profile of SFRP2 in the endothelial cells, fibroblasts, neuthrophils and macrophages of skin tissues were determined by IF staining. The endothelial cells, fibroblasts, neuthrophils and macrophages in skin tissues of WT mice (A) and db/db mice (B) were marked by their corresponding marker CD31, α-SMA, ly6G and CD11b (indicated by red staining). The SFRP2 proteins was marked by green staining. C, the accumulation of SFRP2 proteins in WT and db/db mice were calculated based on flourescense intensity. D-E, the accumulation of SFRP2 proteins in the main cell populations (endothelial cells, fibroblasts, neuthrophils and macrophages) of WT and db/db mice.

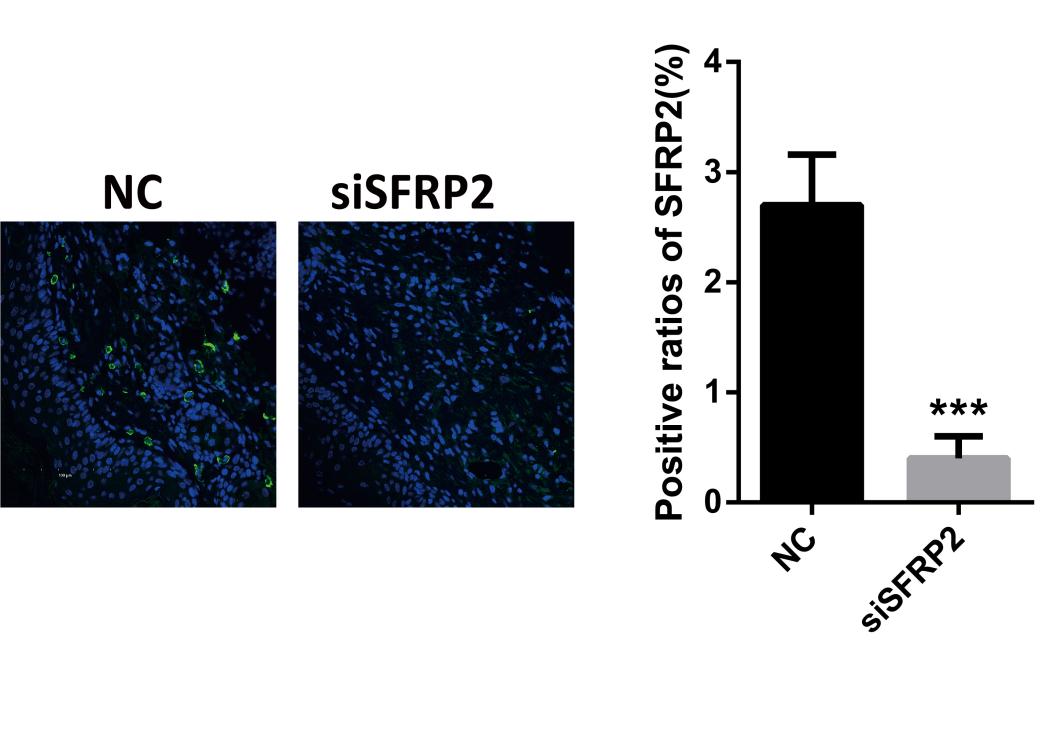

**Supplementary figure 3** IF staining of SFRP2 in wound tissues of diabetic mice treated with SFRP2 siRNAs and control siRNAs(NC) at dpi3.

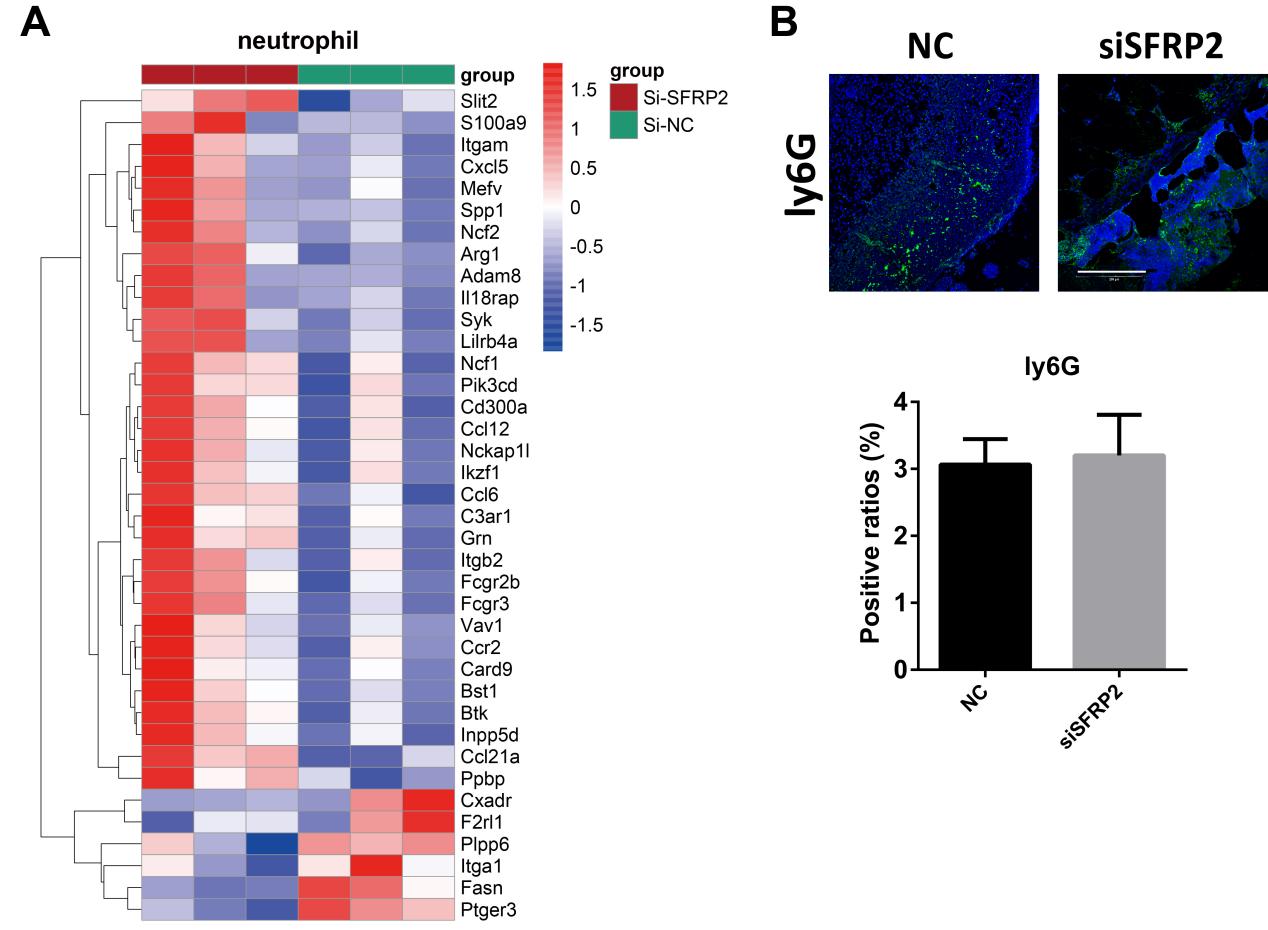

**Supplementary figure 4** The effects of SFRP2 siRNA on neutrophils infiltration. A, heat map of neutrophils-related genes based on RNA-seq analysis of wound tissues at dpi4. B, IF staining of neutrophils marker ly6G at dpi4.

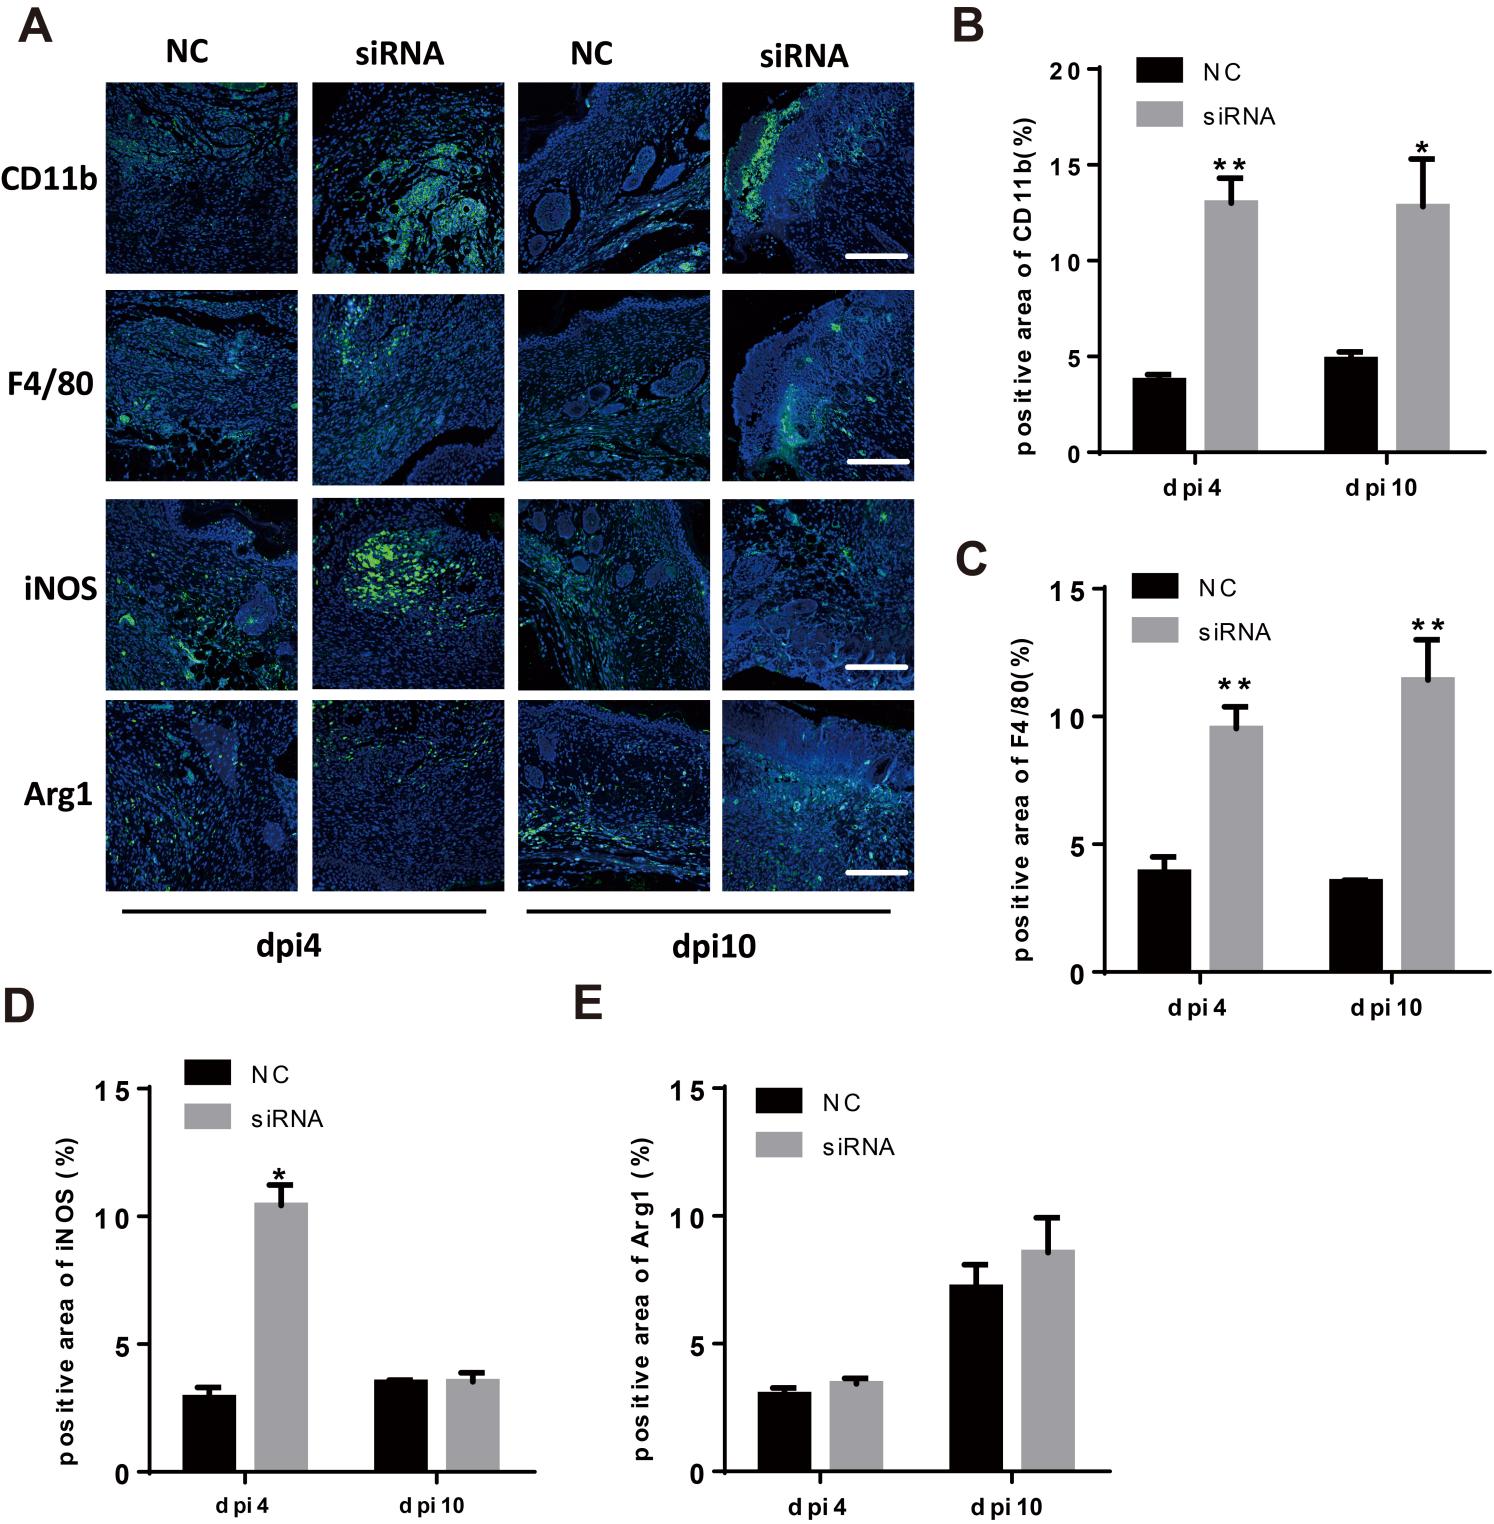

**Supplementary figure 5** The status of macrophage infiltration and polarization in wound tissues of WT mice. Macrophage infiltration was characterized by CD11b and F4/80 staining. The inflammatory and anti-inflammatory phenotype were indicated by iNOS and Arg1, respectively. A, IF staining of CD11b, F4/80, iNOS and Arg1. Bar=200μm. B-E, the statistics of positive staining marked by CD11b, F4/80, iNOS and Arg1. Data presented as means±sd. *, P<0.05; **, P<0.01.

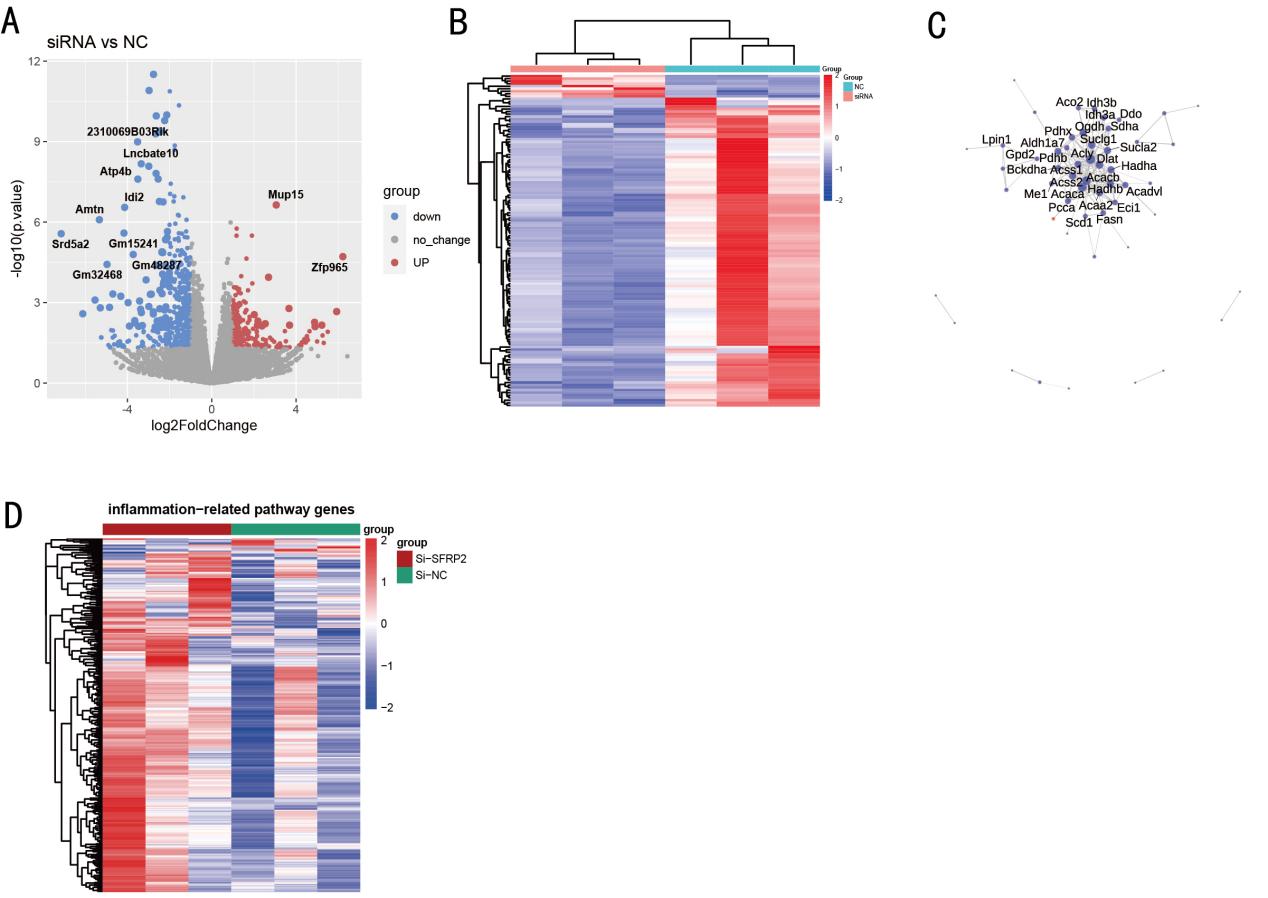

**Supplementary figure 6** RNA-seq analysis of wound tissues at dpi4. Wound tissues were collected at dpi4 and subjected to RNA-seq analysis to explore the changes of transcriptome. The status of immune cell infiltration was analyzed using CIBERSORT algorithm. A, volcano plot of DEGs. B, heat map of DEGs. C, PPI network of DEGs. D, heat map of inflammation-related DEGs.

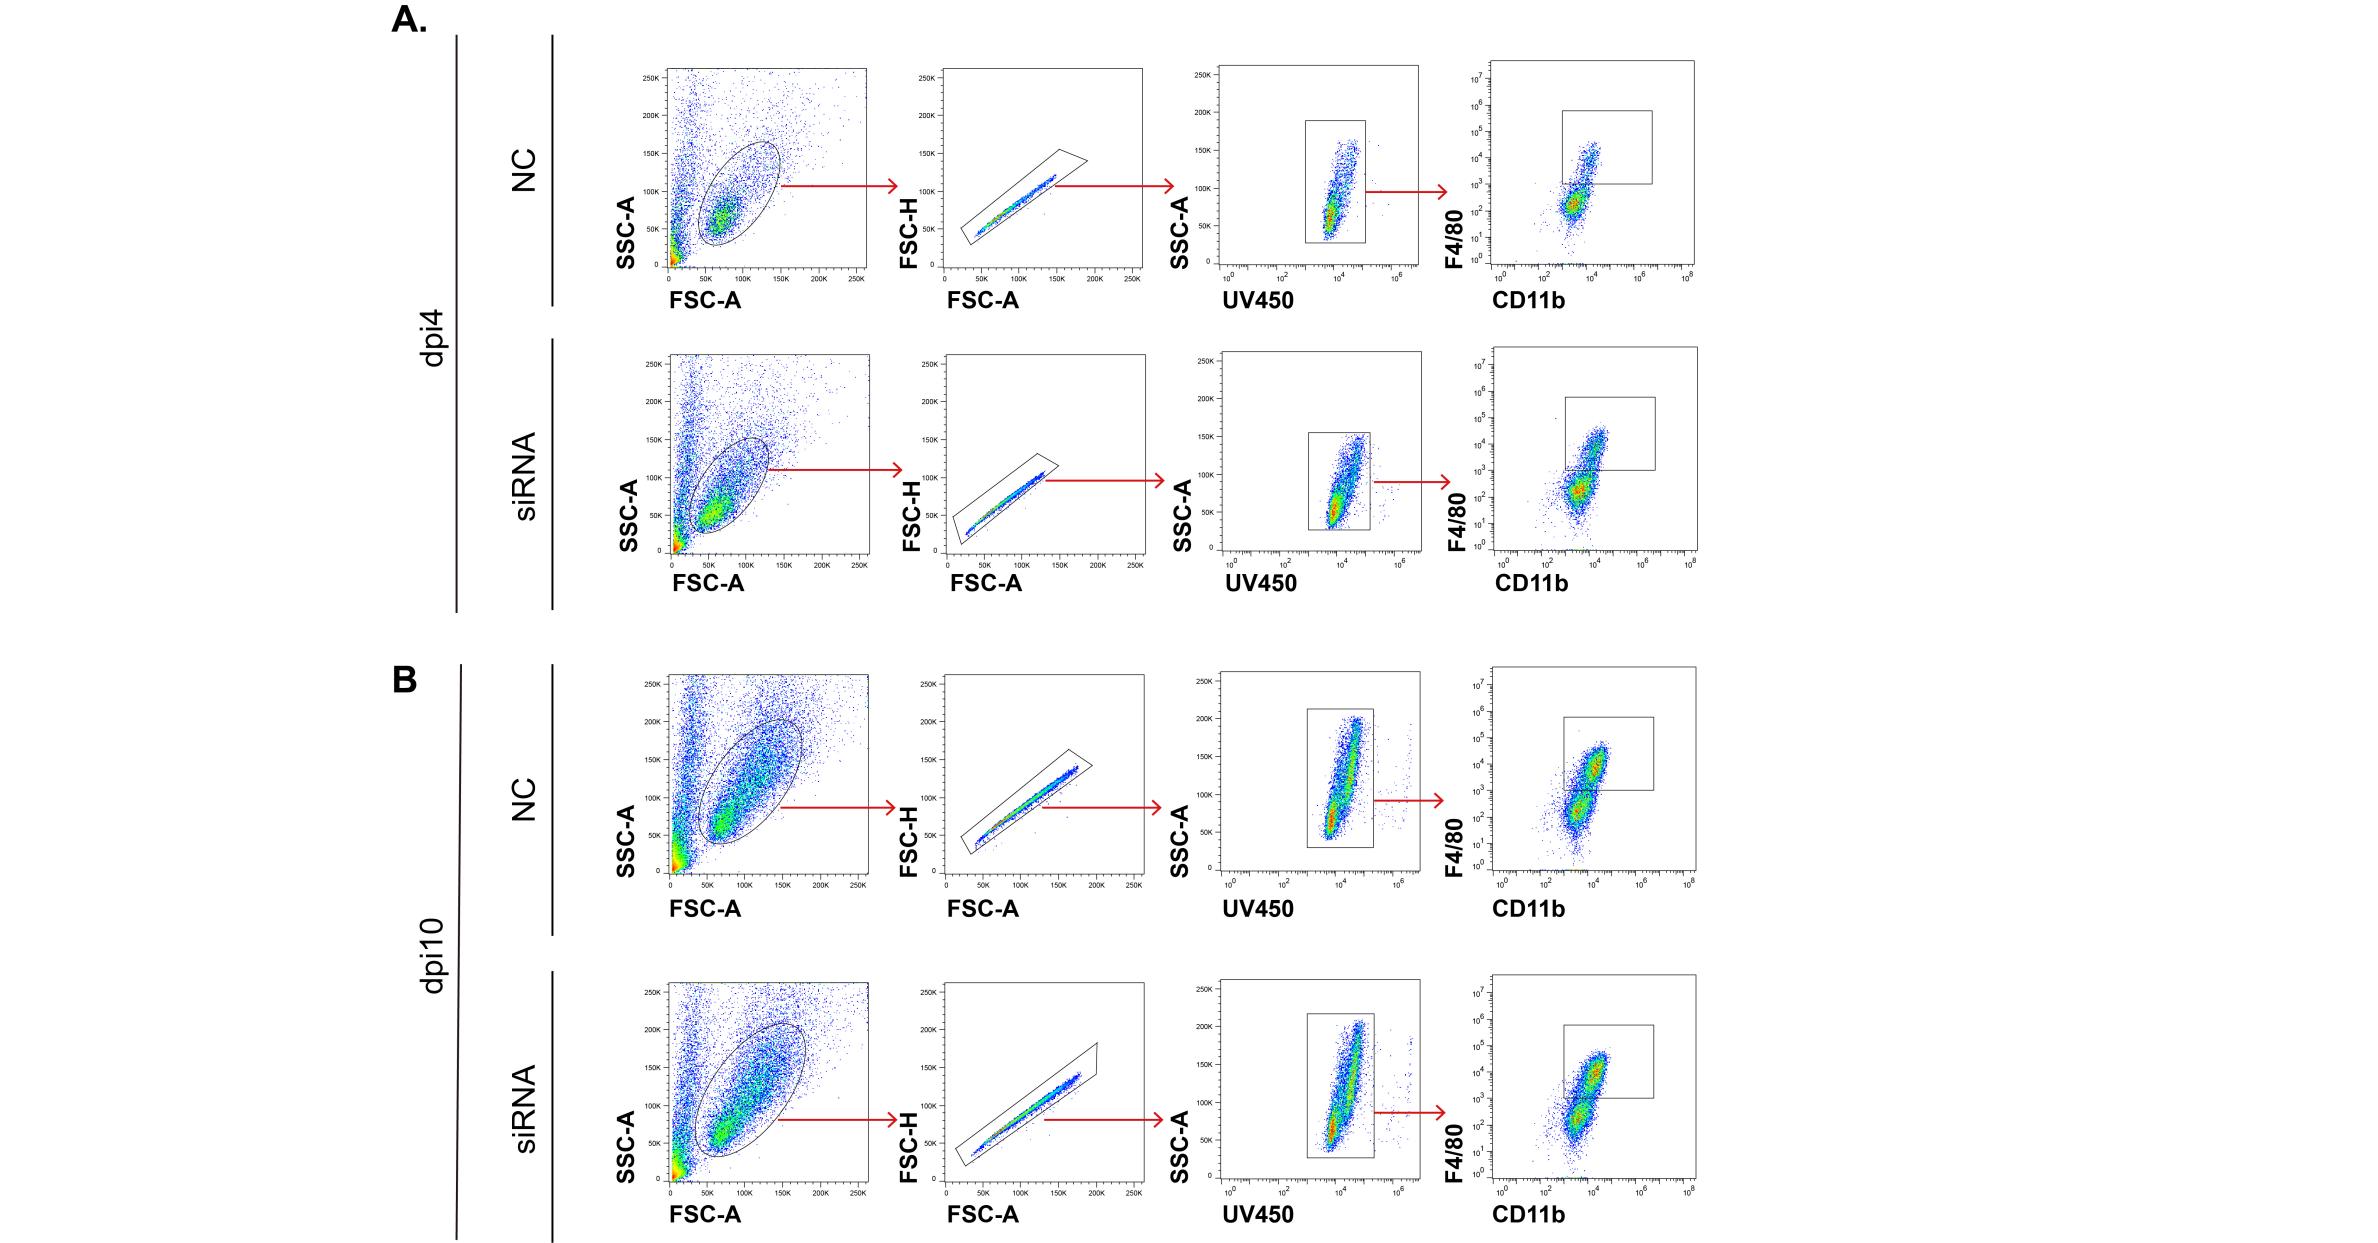

**Supplementary figure 7 Gating strategy of injury-related macrophages.** The injury-associated macrophages were isolated from wound tissues of dpi4 (A) and dpi10 (B). Cells were stained with a Fixable LIVE/DEAD viability dye to exclude dead cells. Monoclonal antibodies for surface staining included: APC-Cyanine7-conjugated anti-CD11b, PE--Cyanine5-conjugated anti-F4/80.

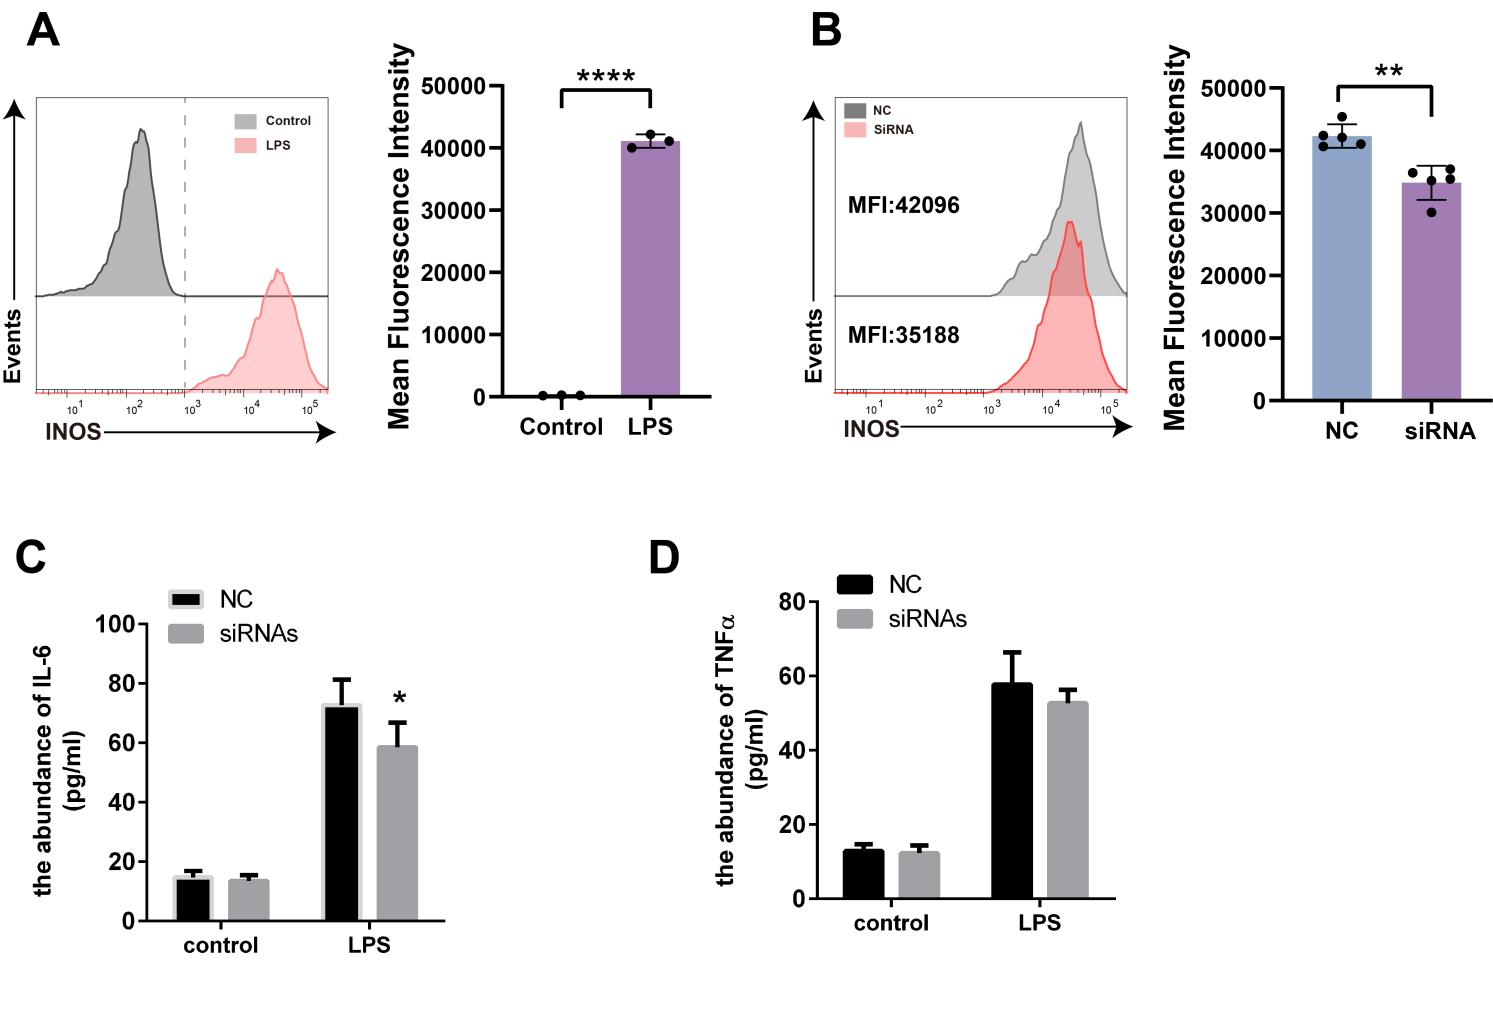

**Supplementary figure 8** Characterization of inflammatory phenotype of RAW264.7 cells after LPS stimulation. RAW264.7 cells were treated with LPS (100ng/ml) and IFN-γ (20ng/ml) for 24h. The inflammatory phenotype of RAW 246.7 cells was characterized by increased expression of iNOS and increased accumulation of IL-6 and TNF-α. A, flow cytometry analysis of iNOS in cells treated with or without LPS and IFN-γ. B, flow cytometry analysis of iNOS in cells transfected with NC or siRNAs. C-D, the abundance of IL6 and in culture mediums of RAW264.7 cells were determined by ELISA.

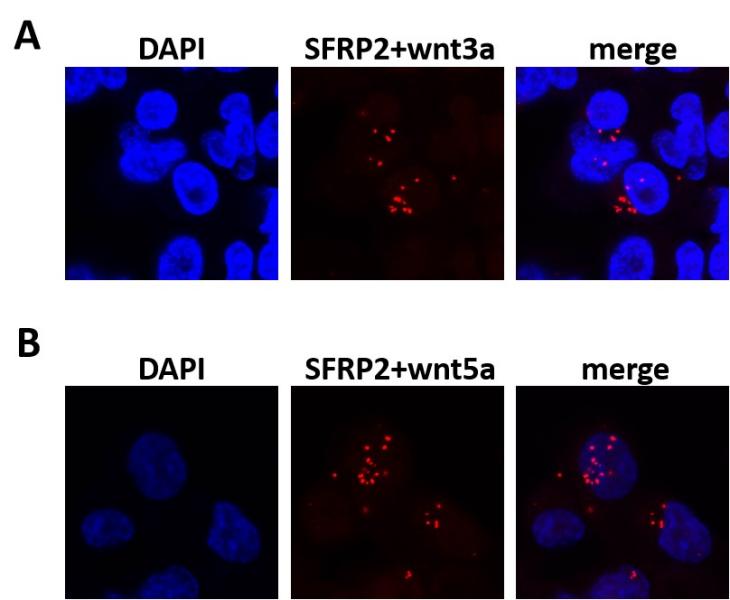

**Supplementary figure 9** SFRP2 bind to wnt3a and wnt5a in RAW264.7 cells. PLA assays was performed to examine the binding between SFRP2 and wnt3a or wnt5a. The red spots indicated positive binding between SFRP2 and wnt3a or wnt5a. DAPI was used to stain the nuclei.

# Supplementary Tables

Table 1 antibodies for IHC staining, IF staining and flow cytometry

| NO. | antibodies | Brand and catalog number | Dilution |
| --- | --- | --- | --- |
| 1 | Anti-SFRP2-antibody (rabbit) | Proteintech, 66328-1-PBS | IHC, 1:500; IF, 1:200  PLA, 1:200 |
| 2 | Anti-SFRP2-antibody (mouse) | Proteintech, 66328-1-Ig | IHC, 1:200  IF: 1:200 |
| 3 | Anti-CD31-antibody (rabbit) | Proteintech, 11265-1-AP | IHC, 1:200  IF: 1:100 |
| 4 | Anti-α-SMA-antibody (rabbit) | Proteintech, 14395-1-AP | IHC, 1:100  IF: 1:50 |
| 5 | Anti-CD11b-antibody (rabbit) | Abcam, ab133357 | IF, 1:100 |
| 6 | Anti-F4/80-antibody (mouse) | SantaCruz, sc-377009 | IF, 1:50 |
| 7 | Anti-CD207-antibody (mouse) | Proteintech, 67788-1-Ig | IF, 1:4000 |
| 8 | Anti-iNOS-antibody (rabbit) | Proteintech, 80517-1-RR | IF, 1:500 |
| 9 | Anti-Arg1-antibody (rabbit) | Proteintech, 16001-1-AP | IF, 1:500 |
| 10 | DyLight 488, Goat Anti-Mouse IgG | Abbkine, A23210 | IF, 1:200 |
| 11 | Dylight 488, Goat Anti-Rabbit IgG | Abbkine, A23220 | IF, 1:200 |
| 12 | Rat monoclonal anti-CD11b-antibody | eBioscience, 11-0112-82 | Flow: 1:300 |
| 13 | Rat monoclonal anti-F4/80 | eBioscience, 17-4801-82 | Flow: 1:300 |
| 14 | LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit | Invitrogen, L34961 | Flow: 1:1000 |
| 15 | Wnt3 antibody mouse | Santa cruz sc74537 | PLA: 1:50 |
| 16 | Wnt5 antibody mouse | Santa cruz sc23698 | PLA: 1:50 |

Table 2 siRNAs used in this study

| ID | sequence |  |
| --- | --- | --- |
| SiRNA-3 | UCAACAGAGACACCAAGAUdTdT | Sense |
|  | AUCUUGGUGUCUCUGUUGAdTdT | Anti-sense |
| SiRNA-2 | CCAAGAAUGAGGACGACAAdTdT | Sense |
|  | UUGUCGUCCUCAUUCUUGGdTdT | Anti-sense |
| SiRNA-1 | GGAUUCCGCUGGUCAUGAAdTdT | Sense |
|  | UUCAUGACCAGCGGAAUCCdTdT | Anti-sense |
| NC | UUCUCCGAACGUGUCACGUdTdT | Sense |
|  | ACGUGACACGUUCGGAGAAdTdT | Anti-sense |

How the deposited data were processed for this re-analysis (not part of the article)

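RNA-seq values of RAW264.7 cells were re-analysed for 9 libraries, 3 labeled NC siRNA, 3 labeled SFRP2 siRNA and 3 labeled RAB6A siRNA. Groups were taken from the labels of the libraries, and the columns of Figure 7B carry the same names for the NC siRNA and SFRP2 siRNA groups. The libraries labeled SFRP2 siRNA are titled siRNA-1, siRNA-2 and siRNA-3, as are the siRNA sequences of the paper's supplement. It is not stated whether each of these libraries received a different siRNA or a mixture. They were treated as replicates. RNA-seq of wound tissue was not used here.

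The authors deposited FPKM per gene and library, that is, fragments scaled to the length of the gene and the size of the library, and state no further normalization between libraries. The paper's text does not name the aligner, the counting program, the genome build or the annotation behind these values. The genes are given as Ensembl identifiers without names. Of 28137 identifiers, 27533 were named from GENCODE M21 on GRCm38, and 604 had no name there. Of the latter, 413 belong to an identifier series that GENCODE M21 does not hold, so that the annotation behind the values is a later one than M21.

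In each library, low FPKM values multiplied by exon length were whole multiples of a single step, taken as 1 read. For 27085 genes (98.4% of those named) the values of all 9 libraries were whole within 0.03 of a read. The recovered totals range from 32758729 to 47149258 reads per library. These numbers of reads were used to state the depth and the reads of single genes, for thinning and for an added alternative. They also gave the shares of reads and the ratio of Sfrp2 with its interval. The other fits and the exact tests of single genes used FPKM. The recovery was tested on simulated data, where the reads of 100% of 27533 genes were right.

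Differential expression was tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), for genes with a mean FPKM of at least 0.5 over the 6 libraries of a comparison, with Benjamini-Hochberg adjustment. The paper's methods name DESeq2, and the deposited values are FPKM and not counts. The recovered reads were tested with voom as an added alternative. DEGs were called as in the paper's methods, at an adjusted p under 0.05 and an absolute log2 fold change over 1. The comparisons were SFRP2 siRNA against NC, RAB6A siRNA against NC and SFRP2 siRNA against RAB6A siRNA, with 3 libraries in each group. Gene lists were tested with camera at an inter-gene correlation of 0.01, with at least 5 genes past the filter and adjustment over 14 lists. Members of the lists were written by hand from general knowledge of the pathways and are not a download of KEGG. Genes of Figure 7 were read from the figure by eye. Single genes were compared with an exact two-sided permutation test of FPKM, for which the smallest p with 3 libraries against 3 is 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other steps.

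On simulated FPKM with the means, depths and spread between replicates of these libraries (median SD 0.107 on the log2 scale), 200 genes were given an absolute log2 fold change between 1 and 2. A simulated gene was called at an adjusted p under 0.05 alone, with no fold threshold, so that these shares are not those of the rule for DEGs. With 3 libraries against 3, limma called 178 of them (89%) and 10 of the 11370 unchanged genes tested. A list of 40 genes shifted by -0.3 had an adjusted p of 3.3e-27 from limma's camera. When the inter-gene correlation was estimated, the adjusted p of this list was 4.2e-04. With changes of a fixed size, limma called 168 of 200 genes at an absolute log2 fold change of 1, 83 at 0.5 and 0 at 0.25. With voom on simulated reads, 182 of the 200 changed genes and 7 unchanged genes were called.

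Genes named in the text were Sfrp2, Rab6a, the genes named in Figure 7 or in the paper's text on RAW264.7 cells, and, for each comparison with NC, the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05 and no overlap between the groups. Where no gene had an adjusted p under 0.05, the 3 smallest unadjusted p-values in each direction were taken. Outside this rule, some genes were chosen after their values were seen, as stated where they are named. From the fit with voom, the gene of smallest adjusted p and the DEGs were also named.

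Alternatives were the pseudocounts 1 and 0.01, no filter on low values, a mean FPKM of at least 1, median-of-ratios scaling, quantile normalization, eBayes without a trend, the replicate number as a block, all 9 libraries in a single fit, each library left out in turn, unadjusted p-values, unadjusted p-values together with no filter on low values, and an inter-gene correlation estimated for each list. The pairing of replicate numbers comes from the labels of the libraries, which do not say whether same-numbered cultures were handled together. Further alternatives were chosen after seeing the data, namely voom on the recovered reads, a correction for GC content and gene length by natural splines with 5 degrees of freedom, this correction with the block, median-of-ratios scaling with the block, protein-coding genes only, and unadjusted p-values together with each other alternative.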

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

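The tests for GC content and gene length, for genes of a list varying together and for exchanged labels, and the counts over other splits, were chosen only after the results were seen.

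The RAB6A siRNA group is not reported in the paper, and it differed from NC in most genes tested. Of 12712 genes, 9418 had an adjusted p under 0.05 from limma, 4777 higher and 4641 lower, and 3829 were called as DEGs with the thresholds of the paper's methods, 2201 higher and 1628 lower; which direction held more genes changed with the processing. In 9843 genes (77.4%) the groups did not overlap, where chance gives 10%. Rab6a itself (ENSMUSG00000030704) fell by 0.31 on the log2 scale, from an FPKM of 25.7 ± 1.48 to 20.7 ± 0.445 (SD, n = 3 each; standard error 0.06, adjusted p = 0.0024 from limma). It was lower in 3 of the 3 libraries labeled RAB6A siRNA than in every NC siRNA library. Of the 12712 genes, 9323 (73.3%) changed by more than Rab6a did. Among genes past the threshold with no overlap between the groups, the largest increases were those of Mir1938 and Gm24762 (log2 fold changes 6.07 and 5.90, with 0 to 2 reads in each NC library) and of 3 unnamed genes, and the largest decreases those of Prl8a2 (-5.75), Erv3 (-4.77), Maf (-4.71), Mir29a (-4.63) and Ccr1 (-4.58). Chosen after their values were seen, Myc had an FPKM of 92.1 ± 1.08 in NC and 6.08 ± 0.286 in the libraries labeled RAB6A siRNA, and Ccl5 158.8 ± 14.9 and 1558 ± 274.0 (SD, n = 3 each).

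Several technical explanations for this difference were tested. With all libraries thinned to the smallest, 9007 of the 9418 genes still passed, so that library size does not account for it. After the correction for GC content and gene length 8314 of them still passed. Without the 10 genes of most reads, which held 18.4% to 19.1% of the reads in the RAB6A siRNA group and 13.6% to 15.5% in NC, 9000 of them still passed. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real split included, 1 gave as many genes with an adjusted p under 0.05, and the same holds for DEGs (1 of 4). The other 6 splits part a single pair, and over all 10 splits it was also 1. In each of the 9 other splits 0 genes had an adjusted p under 0.05 and 0 were DEGs; with 3 libraries against 3 the share of splits cannot fall under 0.1 whatever the difference. The lists give a weaker contrast, since 2 lists passed in the real split (cytosolic ribosome and oxidative phosphorylation, both higher) and 3 of the 4 splits gave as many. The libraries labeled RAB6A siRNA also differed from those labeled SFRP2 siRNA, in 9369 of 12764 genes with an adjusted p under 0.05 (1 of 4 splits as large). Neither the labels nor the paper name a batch. Rab6a was lower in 3 of the 3 libraries labeled RAB6A siRNA than in each of the 6 others (27.0 ± 1.45 in the libraries labeled SFRP2 siRNA; SD, n = 3), which goes against an exchange of whole groups, but only weakly, since after the correction for GC content and gene length the fall of Rab6a was not past the threshold (adjusted p = 0.0968 from limma; 6.4e-04 to 0.148 over all alternatives). Such an exchange would leave the number of genes as it is and change only the group it is ascribed to. The correlation of log2(FPKM + 0.1) between a library labeled RAB6A siRNA and a library of another group was at most 0.854, at least 0.978 within the group and at least 0.980 within NC, which goes against an exchange of single libraries with another group. Whether the 3 libraries come from other cells was not tested. Of the explanations tested, library size, GC content and gene length and the genes of most reads do not account for most of these genes, and an effect of the siRNA remains a hypothesis.

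The cytosolic ribosome list is not discussed in the paper, and it was lower in the libraries labeled SFRP2 siRNA than in NC. Its median log2 fold change was -0.15, with 69 of 82 genes lower (adjusted p = 6.1e-10 from limma's camera; 2.2e-14 to 0.299 over all alternatives). Its share of all reads was 2.21% to 2.45% in the libraries labeled SFRP2 siRNA and 2.52% to 2.60% in NC (exact permutation p = 0.1, the smallest possible). It was the list of smallest adjusted p among the 8 that were lower in these libraries, and the tests were made on the 8 together. With libraries thinned to the smallest, 8 of the 8 still passed, and without mitochondrial genes, whose share of reads was 9.99% to 12.4% against 8.93% to 10.5%, 8 of the 8 passed. After the correction for GC content and gene length 7 of the 8 still passed, and the median of the ribosome list was -0.09. The correction, which was not run for GC content alone, therefore made its shift smaller and did not remove it. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many lists, the real one, but another of them gave 7 lists with a smallest adjusted p of 5.1e-13. Over all 10 splits the count was also 1, and the 6 that part a single pair gave 0 to 4 lists. When the inter-gene correlation was estimated for each list, 0 of the 8 lists passed. This setting passed a simulated list of independent genes (adjusted p = 4.2e-04 from limma's camera), but it also passed none in RAB6A siRNA against NC, where all but 1 of 81 ribosome genes were higher with a median of 1.11 (adjusted p = 0.668). It therefore does not show whether genes of a list varying together between cultures account for the shift. The split that gave 7 lists mixes the labels and had a smaller adjusted p than the real one (5.1e-13 against 6.1e-10 from limma's camera). Genes of a list thus also moved together apart from the labels, and how much of the shift this accounts for stays open. Processed pseudogenes, which can share reads with ribosomal protein genes, held 1.33% to 1.39% of the reads in the libraries labeled SFRP2 siRNA and 1.57% to 1.68% in NC. A lower ribosome list in these libraries cannot be told apart from the way the libraries were grouped.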

How the results depend on the processing

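The alternatives were set before the data were examined, except voom on recovered reads, the 2 corrections for GC content and gene length, median-of-ratios scaling with the block, protein-coding genes only and further changes to unadjusted p-values, which were chosen after seeing the data. Where a result changed, the cause was not tested.

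For SFRP2 siRNA against NC, the count of DEGs was 0 under each alternative that kept adjusted p-values, apart from voom on recovered reads (2 DEGs, both upregulated) and the fits without a single library (0 to 1 DEGs, 0 to 1 upregulated and 0 to 1 genes with an adjusted p under 0.05). With voom, 41 genes had an adjusted p under 0.05. Unadjusted p-values gave 62 DEGs, 44 up and 18 down, and with no filter on low values 242, 144 up and 98 down. Unadjusted p-values with a further change gave 15 with pseudocount 1 (12 up, 3 down), 70 with pseudocount 0.01 (49 and 21), 30 with a mean FPKM of at least 1 (22 and 8), 61 with median-of-ratios scaling (43 and 18), 64 with quantile normalization (46 and 18), 53 with eBayes without a trend (38 and 15), 67 with voom (45 and 22), 55 with the correction for GC content and gene length (33 and 22), 59 with it and the block (35 and 24) and 10 with protein-coding genes only (6 and 4). They gave 78 with the replicate block (53 up, 25 down), 87 with all 9 libraries in a single fit (62 up, 25 down), 81 with median-of-ratios scaling and the block (56 up, 25 down) and, without SFRP2 siRNA replicate 1, 2 or 3 or NC siRNA replicate 1, 2 or 3, 93, 81, 101, 86, 72 and 74 in turn (61, 48, 79, 66, 50 and 56 up; 32, 33, 22, 20, 22 and 18 down). The number of genes with an unadjusted p under 0.05 was 2220 in the design set beforehand, 1648 after the correction for GC content and gene length, and 1271 to 2330 when a library was left out. It was larger with the replicate block (2988), with median-of-ratios scaling and the block (3007) and with no filter on low values (2777 of 26365 genes). Of the 2220, more were lower (1291) than higher (929). This was reversed without SFRP2 siRNA replicate 3 (1058 lower, 1272 higher). The directions were close to even with quantile normalization (1176 lower, 1156 higher) and without NC siRNA replicate 1 (998 and 967). With median-of-ratios scaling and the block, 1548 were lower and 1459 higher. Every heat-map gene that entered a fit was lower in each setting, 43 in the design set beforehand and 112 with no filter. Of the 43, 37 had an unadjusted p under 0.05 and 35 a p under 0.05 adjusted over them alone, which became 26 and 19 after the correction and 25 to 37 and 18 to 31 without a single library. On simulated data with the spread of these libraries, limma gave an adjusted p under 0.05 to 84% of 200 genes changed by 1 on the log2 scale. It did so for 41.5% of those changed by 0.5 and 0 of those changed by 0.25. The absence of genes with an adjusted p under 0.05 therefore leaves open changes near the median of the heat-map genes past the filter (-0.25).

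Of the lists, 7 to 9 passed under each alternative apart from the estimated inter-gene correlation, which left 0, with an adjusted p of 0.299 for all 8 lists that had passed. Antigen processing and presentation also did not pass with quantile normalization (0.188). Beta-alanine metabolism did not pass with a mean FPKM of at least 1 (0.0737), after the correction for GC content and gene length (0.103), after it with the block (0.0945), or in part of the fits without a library (0.0132 to 0.0751). Sphingolipid metabolism passed with no filter (0.0420), and wnt signaling passed as higher after the correction with the block (0.0437) and in part of the fits without a library (0.0467 to 0.221). T-cell receptor signaling changed from higher to lower with pseudocount 1 (0.992), no filter (0.803), eBayes without a trend (0.892), all 9 libraries in a single fit (0.974), the correction for GC content and gene length (0.945) and in part of the fits without a library (0.779 to 0.993), and did not pass in any of them.

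For RAB6A siRNA against NC, 3829 DEGs became 2389 with pseudocount 1 and 2494 with protein-coding genes only, and 3583 to 3909 without a single library. With no filter on low values there were 5184 DEGs, 3164 higher and 2020 lower. Of the 3829, 2201 were higher and 1628 lower, but more were lower than higher with quantile normalization (1853 higher, 1938 lower), the correction for GC content and gene length (1739 and 1747; 1746 and 1757 with the block) and protein-coding genes only (1104 and 1390). The genes with an adjusted p under 0.05 and those that differed between SFRP2 siRNA and RAB6A siRNA stayed within 1.5 times under each alternative. The lists past the threshold were 2, and became 0 with the estimated correlation, 4 with no filter, 3 with a mean FPKM of at least 1 and with quantile normalization (glycine, serine and threonine metabolism in addition) and 1 after the correction for GC content and gene length, with or without the block. The wnt list, which did not pass, reversed with quantile normalization (0.966), the correction (0.651; 0.659 with the block) and protein-coding genes only (0.837). Rab6a stayed lower, but after the correction its log2 fold change was -0.13 and no longer past the threshold (adjusted p = 0.0968 from limma, 0.148 with the block; 6.4e-04 to 0.148 over all alternatives).

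Tnf in SFRP2 siRNA against NC, not past the threshold in any setting, reversed from a log2 fold change of -0.06 to 0.00413 with quantile normalization and to 0.0133 with the correction, alone or with the block. The other changes, in single genes, single panels and lists of the RAB6A siRNA group, were 4 weaker, 6 stronger and 11 of counts that moved by more than 1.5 times, against 652 that did not change. The log2 difference of Sfrp2 was above 0 with both other pseudocounts, no filter, both scalings and each library left out (0.16 to 0.28 without a single library), but 2 to 4 reads per library are too few for a direction.

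With the replicate number as a block, SFRP2 siRNA against NC gave 0 DEGs and 8 lists, and RAB6A siRNA against NC gave 3852 DEGs. The mean correlation of same-numbered libraries was 0.0127 and 0.00321 in these comparisons, so that the numbers show no pairing. For Sfrp2, which is under the filter, the stricter filter, eBayes without a trend, the block and the fit of all 9 libraries gave no value, and the alternatives chosen after seeing the data were not run.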

Differences from the paper's values

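The paper's count of DEGs in SFRP2 siRNAs is 214, and 0 were called here from the FPKM with limma. The paper's counts by direction are 74 upregulated and 140 downregulated genes, against 0 and 0 here. Of the alternatives set before the data were examined, unadjusted p-values with no filter on low values gave a total of 242, within 1.5 times the paper's, and 98 downregulated genes, also within 1.5 times, but 144 upregulated genes, which is not. With the 2 directions exchanged, 144 genes higher here stand against the paper's 140 (1.03 times) and 98 lower against the paper's 74 (1.32 times), so that each direction is within 1.5 times. None of the other alternatives set before the data were examined, each a change of a single choice, came within 1.5 times of any of the 3 counts. Unadjusted p-values with a further change, chosen after seeing the values, came within 1.5 times of the paper's 74 upregulated genes with the replicate block (53), with all 9 libraries in a single fit (62), with median-of-ratios scaling and the block (56) and in 5 of the 6 fits without a single library (48 to 79 over the 6), but not of the total or of the downregulated genes. With unadjusted p-values and the filter, 62 DEGs were called, 44 up and 18 down, and 2220 genes had an unadjusted p under 0.05 with no fold threshold.

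Figures 7D–N present their genes as DEGs. None of the 112 genes was called as a DEG here. With no filter 43 had an unadjusted p under 0.05 and 2 an absolute log2 fold change over 1, with 0 that had both. The 0.1 added to each FPKM is about the median FPKM of these genes (0.101) and shrinks their fold changes. Glyctk, at 0.0700 in NC and 0.0222 in the libraries labeled SFRP2 siRNA, had a log2 fold change of -0.48. For low genes the fold threshold was therefore hard to reach, and these counts do not speak against the paper's calls for them.

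The paper states that most of the wnt-signaling-related genes were suppressed. In the list written before the data were examined, 30 of 76 genes past the filter were lower, and the 20 genes of Figure 7N were all lower.

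The paper names chemokine signaling and T-cell receptor signaling among the pathways regulated by SFRP2 siRNAs. The lists of chemokine ligands and receptors and of T-cell receptor signaling had adjusted p-values of 0.352 and 0.997 from limma's camera here. The first of these holds ligands and receptors only, with 6 of the 12 genes of Figure 7D. The paper's KEGG enrichment was of DEGs, whereas camera asks whether a whole list shifts in 1 direction, so that the 2 are unlike measures. The paper also names sphingolipid metabolism, biosynthesis of unsaturated fatty acids and glycine, serine and threonine metabolism, whose lists had adjusted p-values of 0.286, 0.638 and 0.798. Sphingolipid metabolism passed with no filter on low values (0.0420), and the other 4 lists passed under none of the alternatives.

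Figure 7A marks 7 of the 8 genes read from it in the direction opposite to that of the FPKM. With unadjusted p-values and no filter on low values, 2 of these genes passed both thresholds, Myadml2 as higher (log2 fold change 1.09) and Gm47884 as lower (-1.58), where Figure 7A marks them as down and up. With voom on recovered reads, chosen after seeing the values, the heat-map gene Hk3 had an adjusted p of 0.0439 and a log2 fold change of -0.32, under the fold threshold. The paper describes these cells as having SFRP2 suppressed, and Sfrp2 was not lower in the libraries labeled SFRP2 siRNA, with 4, 4 and 2 reads against 2 in each NC siRNA library.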

Other observations

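The tests for Sfrp2 depth and for the direction of Figure 7A, and the counts over other splits, were chosen only after the results were seen.

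Sfrp2 was low in all 9 libraries, with 2 to 4 reads in each. Each NC siRNA library had 2 of 41608379 to 47149258 reads, so that little Sfrp2 RNA was measured even without an siRNA against it. No difference between the groups can be tied to a loss of Sfrp2 RNA from these values. Too few reads to see a knockdown is a candidate explanation for the absence of a decrease, since the 95% interval of the ratio of the libraries labeled SFRP2 siRNA to NC goes down to 0.373 and so includes a loss of more than 50%. The values therefore leave open whether the siRNAs lowered Sfrp2, and no biological explanation was tested.

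The direction of Figure 7A was compared with the FPKM. A candidate explanation is that the fold change of Figure 7A is NC over SFRP2 siRNA, since 7 of the 8 labeled genes that were read moved the other way in the FPKM. The counts with unadjusted p-values and no filter on low values point the same way. There 144 genes higher and 98 lower come closer to the paper's 140 and 74 with the directions exchanged (1.03 and 1.32 times). Without the exchange, the 144 is not within 1.5 times of the paper's 74. Other settings with unadjusted p-values do not point this way. With the replicate block 53 genes were higher and 25 lower, and with all 9 libraries in a single fit 62 and 25. The 53 and the 62 are within 1.5 times of the paper's 74 upregulated genes, and the 25 is not. The 8 labeled genes have few reads, and Gm5866, the exception, was hard to read. The heat-map genes of Figures 7D–N, in contrast, were all lower in the libraries labeled SFRP2 siRNA.

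The genes with an unadjusted p under 0.05 in SFRP2 siRNA against NC numbered 2220. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many, the real one, and the others gave 221 to 361. Over all 10 splits it was also 1, and the 6 splits that part a single pair gave 259 to 1167. The counts of DEGs and of genes with an adjusted p under 0.05 were 0 in the real split, which any split reaches (4 of 4, 10 of 10), so that these counts of splits show nothing; a split that parts a single pair gave 2 of each. The excess of unadjusted p-values in the real split cannot be told apart from a chance division of 6 cultures, since 3 libraries against 3 cannot give a share under 0.1. The correlation of log2 fold change with GC content was -0.498 in the real split, and its size was 0.0732 to 0.441 in the other 9.

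Genes behind the inflammatory phenotype that the paper measured by other assays were read as values only. In the libraries labeled SFRP2 siRNA against NC, Nos2 had a log2 fold change of -0.12 (adjusted p = 0.372 from limma), Il6 -0.13 (adjusted p = 0.420) and Tnf -0.06 (adjusted p = 0.571). In the libraries labeled RAB6A siRNA they were 0.20 (adjusted p = 0.0665), -0.94 (adjusted p = 6.4e-05) and -0.67 (adjusted p = 1.2e-04). Further genes were chosen after their values were seen. Ciita had 0 to 4 and H2-Aa 0 to 18 reads per library in all 9 libraries. In NC, SFRP2 siRNA and RAB6A siRNA in turn, the FPKM was 66.6 ± 7.00, 59.0 ± 2.26 and 230.6 ± 8.17 for Cd74, 6.02 ± 0.215, 5.71 ± 0.180 and 3.48 ± 0.557 for Cxcl9, 103.7 ± 3.85, 94.2 ± 2.58 and 47.2 ± 5.30 for Cxcl10, and 174.2 ± 6.67, 128.3 ± 8.61 and 257.1 ± 22.4 for Rps12 (SD, n = 3 each).

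With voom on recovered reads, chosen after seeing the data, 7 genes were higher and 34 lower in the libraries labeled SFRP2 siRNA at an adjusted p under 0.05. The smallest adjusted p was that of Gm7993 (log2 fold change -0.56, adjusted p = 0.0039 from limma voom), and the DEGs were Rpl7a-ps5 (1.07, adjusted p = 0.0093) and Gm4786 (1.55, adjusted p = 0.0122). The median correlation of log2(FPKM + 0.1) between libraries was 0.980 within NC, 0.974 within SFRP2 siRNA, 0.976 between the 2 groups and 0.848 between NC and RAB6A siRNA.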
